# Population genomics identifies patterns of genetic diversity and selection in chicken

**DOI:** 10.1186/s12864-019-5622-4

**Published:** 2019-04-02

**Authors:** Diyan Li, Yan Li, Miao Li, Tiandong Che, Shilin Tian, Binlong Chen, Xuming Zhou, Guolong Zhang, Uma Gaur, Majing Luo, Kai Tian, Mengnan He, Shen He, Zhongxian Xu, Long Jin, Qianzi Tang, Yifei Dai, Huailiang Xu, Yaodong Hu, Xiaoling Zhao, Huadong Yin, Yan Wang, Rongjia Zhou, Chaowu Yang, Huarui Du, Xiaosong Jiang, Qing Zhu, Mingzhou Li

**Keywords:** Population genomics, Genetic diversity, Selection, Chicken

## Abstract

**Background:**

There are hundreds of phenotypically distinguishable domestic chicken breeds or lines with highly specialized traits worldwide, which provide a unique opportunity to illustrate how selection shapes patterns of genetic variation. There are many local chicken breeds in China.

**Results:**

Here, we provide a population genome landscape of genetic variations in 86 domestic chickens representing 10 phenotypically diverse breeds. Genome-wide analysis indicated that sex chromosomes have less genetic diversity and are under stronger selection than autosomes during domestication and local adaptation. We found an evidence of admixture between Tibetan chickens and other domestic population. We further identified strong signatures of selection affecting genomic regions that harbor genes underlying economic traits (typically related to feathers, skin color, growth, reproduction and aggressiveness) and local adaptation (to high altitude). By comparing the genomes of the Tibetan and lowland fowls, we identified genes associated with high-altitude adaptation in Tibetan chickens were mainly involved in energy metabolism, body size maintenance and available food sources.

**Conclusions:**

The work provides crucial insights into the distinct evolutionary scenarios occurring under artificial selection for agricultural production and under natural selection for success at high altitudes in chicken. Several genes were identified as candidates for chicken economic traits and other phenotypic traits.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5622-4) contains supplementary material, which is available to authorized users.

## Background

Since the domestication of the red jungle fowl (*Gallus gallus*) (approximately 8000 to 5400 BC) in Asia [1], domestic chickens (*Gallus Gallus domesticus*) have been subject to the combined effects of natural and artificial selection. This has resulted in marked genetic diversity in a number of traits, leading to highly specialized chicken lines with unique traits, such as cockfighting fowls, bantams, meat and egg producing chickens. There are hundreds of phenotypically distinguishable domestic chicken breeds or lines worldwide [2], providing a unique opportunity to trace the history of domesticated poultry and define the signatures of selection resulting from both domestication and the natural environment. For example, game fowl are a group of breeds selected specifically for cockfighting, and fighting cocks possess congenital aggression towards all males of the same species [3]. Chickens’ wild ancestors are of great importance when considering the maintenance and improvement of domestic chicken breeds through introgression of genetic variation from wild-type genomes.

The Tibetan chicken is a breed endemic to China and is mainly distributed in Qinghai Province and the Tibetan Plateau. This population exhibits many phenotypic adaptations to the alpine, low-air-pressure environment [4]. In contrast, lowland chickens have experienced very strong selection for traits of biological and agricultural importance. The comparative analysis of Tibetan and lowland chicken genomes has the potential to shed light on the genetic components that are shaped by high-altitude adaptations in the Tibetan chicken.

To further investigate genomic variations underlying the domestication of chicken breeds and the high-altitude adaptation of Tibetan chickens, the whole genomes of 86 domestic chickens, including 50 lowland chickens from 9 phenotypically diverse breeds in China and 36 Tibetan chickens from 6 Qinghai-Tibetan Plateau localities (Additional file 1: Table S1), together with 5 red jungle fowls (RJFs), were used for a comparative population genomics analysis; we reported these data in a previous study [5].

## Results and discussion

### Genetic diversity, population structure and introgressions

We analyzed the genetic diversity of 91 chicken genomes and identified a total of 5.27–9.59 million SNPs for each breed (Additional file 1: Figure S1). A total of 1398–4716 specific SNPs were detected for each breed/population (Additional file 1: Table S2). A small number of heterozygous breed-specific SNPs (7–89) were found for each breed. Distribution of heterozygous SNPs within each non-overlapping 500-kb window along both sex chromosomes and autosomes indicated that the Z chromosome had far fewer heterozygous SNPs than any autosome (*p* < 0.05) except for chromosome 22 (*p* = 0.148) (Fig. 1, Additional file 1: Figure S2A). A previous study also showed that genetic variation was significantly lower at Z-linked than at autosomal loci [6]. In addition, we performed pairwise comparisons of the genome-wide variation between the 15 domestic chicken populations. Once again, we found that higher population genetic differentiation was detected in the Z chromosome than in any of the autosomes (Additional file 1: Figure S3). The genomic level of variation between sex and autosomal chromosomes possibly help to reveal the long-term history of sexual selection in a species [7].

**Fig. 1:**
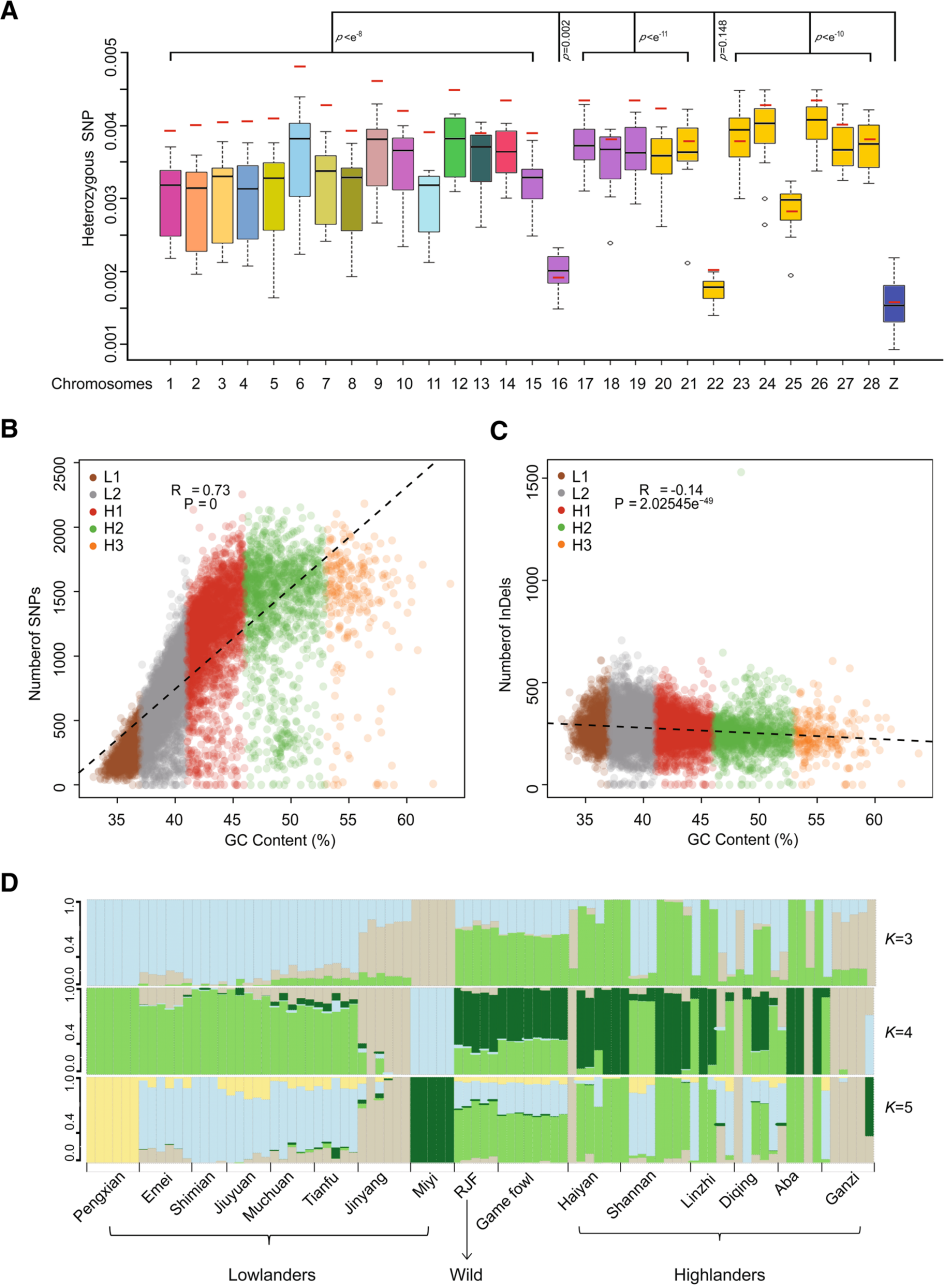
Heterozygous SNPs in each chicken chromosome; correlation between variations and GC content of the genome and population structures. **a** Boxplot showing the difference in the number of heterozygous SNP per base pair between the Z chromosome and all autosomes. The black lines inside the boxes represent the median of all 86 domestic chickens. The red lines represent the median of all five RJFs. A two-tailed *t*-test was conducted to detect significant differences between the Z chromosome and all autosomes. Correlation between the number of SNPs (**b**) or the number of indels (**c**) in 91 chickens and the GC level in the isochores of the chicken genome. **d** Population structures with the number of ancestral clusters, *K*, ranging from 3 to 5

To examine the potential impact of GC content on genetic variations, we characterized chicken genome into five isochore families defined by different GC levels, as described by numerous references [8, 9]. The chicken genomes were segmented into isochores by increasing GC levels from L1 to H3 (Additional file 1: Figure S2.B). The overall distribution of the lengths of isochores showed that more than 40% of the isochores had 37–41% GC content (Additional file 1: Figure S2.C). We used pearson correlation coefficient to calculate the relationship between GC content and number of SNPs/indels. The number of SNPs and the GC level are positively correlated in the isochores of the chicken genome (*r* = 0.73, *p* = 0) (Fig. 1b and Additional file 1: Figure S4). Surprisingly, the number of indels and the GC level in the isochores are negatively correlated in the whole chicken population (*r* = − 0.14, *p* = 0) (Fig. 1c) and each chicken breed/population (Additional file 1: Figure S5). The opposite trends of SNP and indel density in the context of GC level are probably due to crossing over event, the influence of natural selection and environmental pressure. The isochore families consist of 15.09, 40.67, 29.27, 12.41, and 2.55% of the chicken genome for L1, L2, H1, H2, and H3 isochore, respectively. The H1 isochore family contains 40.46% of SNPs and 32.90% of indels (Additional file 1: Figure S6; Table S3). Herein, we show that H1 isochore is the dominant source of genetic variation in the chicken genome. Although, isochore families H2 (20.36% SNP, 13.08% indels) and H3 (4.27% SNP, 2.74% indels) also represents remarkable variation, while present in small amounts in the genome. An analysis of SNPs in 91 fowls shows that the single nucleotide mutation rate is highly dependent on the GC content of the genome, which is also the case in humans [10].

Linkage disequilibrium (LD) analysis showed that Tibetan chicken populations had a faster LD decay rate than other domestic chicken breeds, as did RJFs (Additional file 1: Figure S7A), reflecting a relatively high level of inbreeding under artificial breeding programs and, consequently, lower genomic diversity in the more heavily domesticated chickens. To consider the possible genetic admixture among the populations, we also performed population structure analysis with a full maximum-likelihood approach using *frappe* [11], which estimates individual ancestry and admixture proportions assuming *K* ancestral populations (Fig. 1d; Additional file 1: Figure S7B). At *K* = 3, we observed a division between the wild fowls and modern breeds as well as the populations living at high and low altitudes. However, the red jungle fowl share a similar genetic background with game fowl based on K = 3, 4, 5. This indicates that red Jungle fowl interbreed with domestic chicken and believed to be a primary progenitor of game fowl. Mutual introgression was observed among chicken breeds, and the population structure also showed that the formation of phenotypically distinguishable domestic chicken breeds driven by artificial selection. For example, we found that chickens of highland such as Ganzhi, Shannan, Linzhi, and Diqing shared the genetic contribution with lowlanders at K = 5. Interestingly, when *K* = 4 and *K* = 5 population clusters were tested, the observed admixture patterns of the Miyi chicken and the Pengxian yellow chicken which is two distinct population living in lowland areas have a different genetic background to other indigenous chickens, respectively. This discrepancy may reflect the species ground dwelling, territorial characteristics etc.

We then used Japanese quail (*Coturnix japonica*) [12] as an outgroup to detect introgression between RJFs and 15 domestic chicken populations (Additional file 1: Table S4). Intensive crossbreeding has occurred in the past, and intercrossing between divergent breeds and occasionally even with wild jungle fowls was widely practiced [13]. This crossing implies a history of introgression between domestic breeds and wild populations. Our population structure analyses indicate a recent history of mutual introgression between Tibetan chickens and other breeds, as well as between wild RJFs and domestic populations. Introgression signatures were widespread in the domestic chicken populations. Archaeological discoveries in the Indus Valley and in Hebei Province, China, suggest that chickens were probably domesticated from the red jungle fowl as early as 5400 BC [14]. During the domestication of these local Chinese chicken breeds, chickens were often allowed to roam in a free-range state, and recurrent admixture between wild RJFs and domesticated chickens was very common, especially among breeds raised in mountainous areas; More introgression from RJFs to Tibetan chickens (the average number of IBDs is 3144) were found compared to others (the average number of IBDs is 2150). Thus, the most likely explanation for the dispersion pattern seen in domestic individuals is a long history of genetic exchange between RJFs and chickens. We found evidence of admixture between Tibetan chickens and other domesticated individuals possibly due to the influence of increased human activity with K changing progressively from 2 to 7. These crosses imply a history of introgression between domestic breeds and wild populations. Pairwise *D*-statistics based on ABBA and BABA SNP frequency differences and tracts of identity by descent (IBD) revealed that RJFs are closer to Xishuangbanna game fowls and Jinyang silky fowls than to other lowland breeds (Additional file 1: Table S5).

### Genome-wide selective sweep signals in domestic fowls

To accurately detect the genomic footprints left by the intense artificial selection pressure, we performed pairwise comparisons of the genome-wide variation between the wild fowls and 10 geographically close but phenotypically diverse domestic breeds. After reviewing the distribution (Additional file 1: Figure S8), we concluded that 40 kb was the most appropriate window size because this size yielded few windows with ≤20 SNPs and retained a theoretically appropriate length to detect smaller sweeps. We identified genomic regions (with a total size of 27.36–38.00 Mb, corresponding to 2.61 to 3.63% of the genome and containing 337–645 genes per breed) with strong selective sweep signals in each breed that also exhibited significant differences (*p* < 10^− 16^, Mann-Whitney *U* test) in the log_2_(*θ*_*π*_ ratio) and *F*_ST_ value compared with the wild RJF genomic background (Fig. 2a; Additional file 1: Figures S9 and S10). Many genes in genomic regions with strong selective sweep signals are involved in growth, metabolism, immunity, behavior and reproduction (Additional file 1: Table S6) and may potentially contribute causally to phenotypic changes during selective breeding. We have identified a total of 74 genes that had strong selective sweep signals and were shared by more than five chicken breeds. Strikingly, five genes (*CH25H, PANK1*, *LIPA*, *SLC16A12* and *IFIT5*) in an 80-kb region (18.86–18.94 Mb) of chromosome 6 were under positive selection in at least five of the domestic populations, which had the highest values of *F*_*ST*_, at 0.54–0.61, and of z*F*_*ST*_, at 4.02–7.60 (*p* < 0.001) (Fig. 2b and c, Additional file 2).

**Fig. 2:**
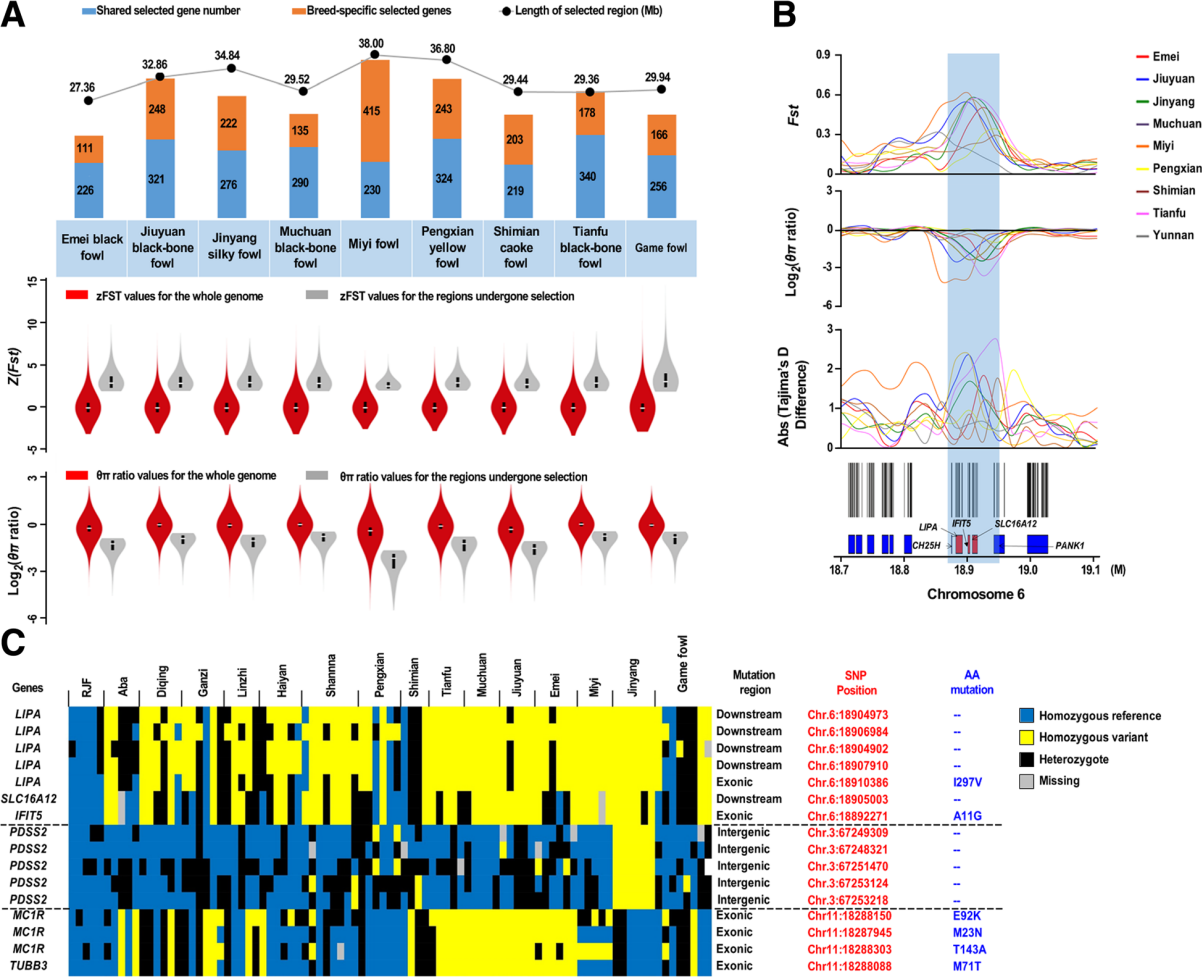
Genome-wide selection in domestic chicken breeds. **a** Genomic regions with strong selective sweep signals among domestic chicken breeds. The length of the genomic region with strong selective sweep signals is shown for each breed. The numbers of shared genes and breed-specific genes in the region are also listed. “Shared selected gene number” is the number of genes selected in ≥2 chicken breeds. Violin plots show the *zF*_*ST*_ values and the *θ*_*π*_ ratio for the regions of the breeds that have undergone selection (grey) versus the whole genome (red) (bottom panels). The vertical black boxes denote the interquartile range (IQR) between the first and third quartiles (25th and 75th percentiles, respectively), and the white point inside denotes the median. **b** Genomic region with strong selective sweep signals on chromosome 6 in the domestic chicken breeds. The values of *F*_*ST*_, log_2_(*θπ* ratio) and absolute Tajima’s *D* difference are plotted. The region with *zF*_*ST*_ ≥ 5 is shaded. The genome annotations are shown at the bottom (black bar: coding sequences; blue bar: genes) and the boundaries of *SLC16A12*, *LIPA, CH25H, PANK1* and *IFIT5* are marked in red. **c** A heatmap shows the selected SNP sites and the region containing *SLC16A12*, *LIPA, PDSS2, MC1R, TUBB3* and *IFIT5* from RJFs, Tibetan chickens and other domestic chicken breeds. Mutations with amino acid changes are shown on the left

LIPA catalyzes the intracellular hydrolysis of cholesteryl esters and triglycerides in hepatocytes and macrophages, and a *LIPA* deficiency is associated with abnormal lipid deposition in multiple organs in humans [15]. 

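In liver, LIPA (ENSGALG00000006378, chromosome 6) ranged from 36.8 to 118 FPKM over the 12 libraries of Tibetan and lowland chickens kept at 3300 m or 670 m, with a median of 60.1 FPKM. It was lower at 3300 m, with a log2 fold change of -0.74 (standard error 0.16, adjusted p = 0.0029 from limma). It was past the threshold in lowland chickens (-0.99, adjusted p = 0.015, lost without HLC replicate 1 or LC replicate 2, up to 0.069) and not in Tibetan chickens (-0.50, adjusted p = 0.088), and the difference between them was not (adjusted p = 0.31). The medians were 45.7 FPKM in lung, 20.6 in heart and 19.8 in brain, where no altitude difference was past the threshold. In liver 5105 of 9944 genes tested were past it for altitude, 4136 of them lower, so this call alone does not set LIPA apart. The median log2 fold change of all liver genes was -0.249, and -0.002 after quantile normalization.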

*IFIT5* confers antiviral defense by disrupting protein-protein interactions in the host translation initiation machinery [16], and its expression is induced in ducks upon infection with influenza virus [17]. The selective sweep of genes involved in lipid and glucose metabolism and immune defense [18, 19] may be responsible for the dramatic phenotypic changes that are of economic value in domestic chickens, such as meat yield and disease resistance. *SLC16A12* is a member of the carboxylic acid transporter family, essential for the establishment and/or maintenance of homeostasis in the lenses and kidneys. Mutations in *SLC16A12* lead to deficiency in the transportation of metabolites, contributing to the development of cataracts and renal glycosuria in humans [20]. 

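SLC16A12 (ENSGALG00000006421, chromosome 6) had a median of 8.40 FPKM (range 3.25 to 16.6) in the 12 liver libraries of Tibetan and lowland chickens at 3300 m and 670 m, 3.54 in lung, 2.31 in brain and 0.347 in heart. In liver it was higher in Tibetan than in lowland chickens, with a log2 fold change of 0.66 (standard error 0.17, adjusted p = 0.035 from limma), a call that was lost without HLC replicate 2 (adjusted p = 0.076) and each of 7 other libraries. It was past the threshold at 3300 m (1.18, adjusted p = 0.0054) and not at 670 m (0.14, adjusted p = 0.94), with the lowest values in lowland chickens at 3300 m, while the difference between the altitudes was not past the threshold (adjusted p = 0.065, and 0.041 without TC replicate 3).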

Recent studies have demonstrated that cholesterol 25-hydroxylase (Ch25h) is an interferon-inducible protein that can inhibit the replication of many enveloped viruses [21]. 

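CH25H (ENSGALG00000006352, chromosome 6) was most abundant in lung among the 4 tissues, with a median of 16.6 FPKM (range 6.48 to 33.4) over the 12 libraries of Tibetan and lowland chickens at 3300 m and 670 m. The medians were 2.24 FPKM in brain, 2.16 in heart and 0.479 in liver. In lung it was higher at 3300 m, with a log2 fold change of 0.81 (standard error 0.25, adjusted p = 0.046 from limma), a call that was lost without LTC replicate 3 (adjusted p = 0.099) and each of 8 other libraries.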

Pantothenate kinase (PanK), encoded by the gene *PANK1*, is the rate-determining enzyme in coenzyme A (CoA) biosynthesis [22]. Collectively, *LIPA*, *SLC16A12* and *IFIT5* may constitute the main genetic contributors to meat yield and disease resistance in modern chickens. This potential candidate region on chromosome 6 containing *LIPA*, *SLC16A12* and *IFIT5* could be considered a main genetic contributor to chicken domestication.

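PANK1 (ENSGALG00000006431, chromosome 6) was most abundant in liver, with 47.2 ± 14.0 FPKM (SD, n = 3) in Tibetan and 91.8 ± 12.9 FPKM in lowland chickens at 3300 m, and 188 ± 20.6 and 295 ± 81.4 FPKM at 670 m. Its log2 fold change in liver was -1.83 for 3300 m against 670 m (standard error 0.17, adjusted p = 3e-05 from limma), with all 6 libraries at 3300 m below all 6 at 670 m. It was -0.80 for Tibetan against lowland chickens (adjusted p = 0.019), past the threshold at 3300 m (-0.98, adjusted p = 0.011) but not at 670 m (-0.62, adjusted p = 0.46), and these 2 were not shown to differ (adjusted p = 0.49). The medians were 16.5 FPKM in brain, 13.2 in heart and 8.92 in lung, where neither difference was past the threshold. For altitude, 5105 of 9944 liver genes tested were past the threshold, 4136 of them lower. The median log2 fold change of all liver genes was -0.249.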

### Phenotypic traits analysis

#### Silky feathers

We observed 204 unique selected genes in a 20.7-Mb region on the chromosomes of Jinyang silky fowls, with the highest *F*_*ST*_–window occurring at 10.02–10.38 Mb (*F*_*ST*_ = 0.69, *zFst* = 7.68, *p* < 0.001). The top ten selected genes included *CACNA2D1*, *GRM8*, *PDE7B*, *NECAB2*, *CAMK2D*, *SLC38A8*, *PDSS2*, *ZBTB43*, *NFATC3* and *ASCC3*. It should be noted that *PDSS2* (*F*_*ST*_ = 0.60, *zFst* = 6.44, *p* < 0.001) is a gene previously established as the causal gene for the silky-feather phenotype [23]. The causative mutation is located 103 base pairs upstream of the coding sequence of *PDSS2*. In addition, in this study, we found a SNP (chr3:67,304,974) located in the coding region of *PDSS2* that is specific for this breed, and the function of this mutation has not been reported yet. Further studies are needed to explore the function of this mutation.

#### Body weight

We detected the strongest selective sweep, reaching a z*F*_*ST*_ score of 9.67 (*F*_*ST*_ = 0.70, *p* < 0.001), in Muchuan black-boned fowl; the sweep was located in the upstream non-coding region of the *SMPD3* gene. *SMPD3* controls postnatal growth and development, and inactivation of *SMPD3* is associated with skeletal deformities [24]. The represented genes encoding myofibrillar proteins (*MYH1E*, *MYH1C* and *MYPN*) also had high z*F*_*ST*_ scores. The highest differentiation peak in the Shimian Caoke fowl occurred in a region containing the *GLI3* gene (*F*_*ST*_ = 0.66, z*F*_*ST*_ = 7.04, *p* < 0.001), which plays a role in the patterning of the brain and limbs [25]. These genes are associated with growth, consistent with the fact that these two chicken breeds have the greatest body weight at 180 days of age among all the included breeds (Additional file 1: Table S7).

#### Egg production

Among all 10 chicken breeds we examined, Tianfu black-boned fowls lay the greatest number of eggs (*n* = 102.46) at 300 days of age (Additional file 1: Table S7). We detected a selected region for laying traits that harbored the *KIF18A* gene and had the highest differentiation peak (*F*_*ST*_ = 0.57, z*F*_*ST*_ = 7.76, *p* < 0.001). This is not surprising, given a recent report that *KIF18A* is required for mitotic progression during germline development [26]. We also found that *KIF18A* was under selection in Pengxian yellow fowl (*Fst* = 0.514, *zFst* = 4.668) which ranked 2nd on egg numbers. Additionally, a highly differentiated peak occurred in a region containing *LIN28* (*F*_*ST*_ = 0.44, z*F*_*ST*_ = 5.87, *p* < 0.001), which encodes a microRNA-binding protein [27] that is also known as a stem cell factor [28]. Testis-expressed gene 11 (*Tex11*) (*F*_*ST*_ = 0.23, z*F*_*ST*_ = 2.59, *p* < 0.001), which affects testicular size in Australian Brahman cattle [29], also exhibited a selection signal in our analysis.

#### Black skin and bones

Three breeds in this study (the Muchuan black-boned fowl, the Tianfu black-boned fowl and the Jiuyuan black-boned fowl) have black skin and bones, whereas the other chicken populations have white skin and bones. The inferred genome variation that is subject to a selective sweep consists of a set of 22 genes that are mainly located on chromosome 11 (Additional file 1: Table S8). One of these candidate genes, melanocortin-1 receptor (*MC1R*), plays a crucial role in melanocyte development, proliferation and differentiation and is associated with coat color in many mammals, including coloration in Holstein dairy cattle and eumelanin production in rats [30]. In chicken, *BMP7* was found to be upregulated in hyperpigmentation of the visceral peritoneum (HVP) affected chickens [31]. By comparing black-boned chickens with non-black-boned domestic fowls, we found that the genes detected by Dorshorst et al., such as *EDN3* (*F*_*ST*_ = 0.153, z*F*_*ST*_ = 5.23, *p* < 0.001) and *TUBB1* (*F*_*ST*_ = 0.156, z*F*_*ST*_ = 5.33, *p* < 0.001), also showed high differentiation peaks. They found that a complex genomic rearrangement involving the endothelin 3 locus causes dermal hyperpigmentation in the Chicken [32]. In addition to these genes, our results suggested that *AEBP2*, *CHMP2B*, *PLEKHA5*, *PIT-1*, *MC1R* and *TUBB3* might also be associated with the trait of black bones, feathers and skin in birds (Fig. 2c).

#### Aggressiveness

The Xishuangbanna game fowl is a famous game breed originating in Yunnan, China. However, the genes underlying the trait of aggressiveness remain unknown. It seems that positive selection of game fowls leads to convergence of neural activity, and defects in relevant genes have been implicated in the pathogenesis of Alzheimer’s and Parkinson’s diseases. For example, *APP*, *SNCA* and *PPT1* are involved in neural activity, and defects in those genes have been implicated in the pathogenesis of Alzheimer’s disease, Parkinson’s disease, and infantile neuronal ceroid lipofuscinosis, respectively [33–35]. In addition, many genes related to muscle development and cardiovascular activity, such as *FGF14* [36], *VCL* [37], *MYH11* and *SYNE1* [38] were also found to be altered in the game breeds. The protein encoded by *MYH11* is a smooth muscle myosin belonging to the myosin heavy chain family. It functions as a major contractile protein, converting chemical energy into mechanical energy through the hydrolysis of ATP [39]. Effective production of mechanical energy would be advantageous to game fowls in combat. A network of the proteins encoded by specific genes (Fig. 3a, b) shows their involvement in pathways that are probably responsible for aggressiveness, including pathways related to aromatic compound biosynthesis, muscle cell development, muscle contraction, locomotor behavior, microtubule-based processes, calmodulin binding, actin binding, GnRH (Gonadotropin-releasing hormone) signaling and MAPK (mitogen-activated protein kinase) signaling.

**Fig. 3:**
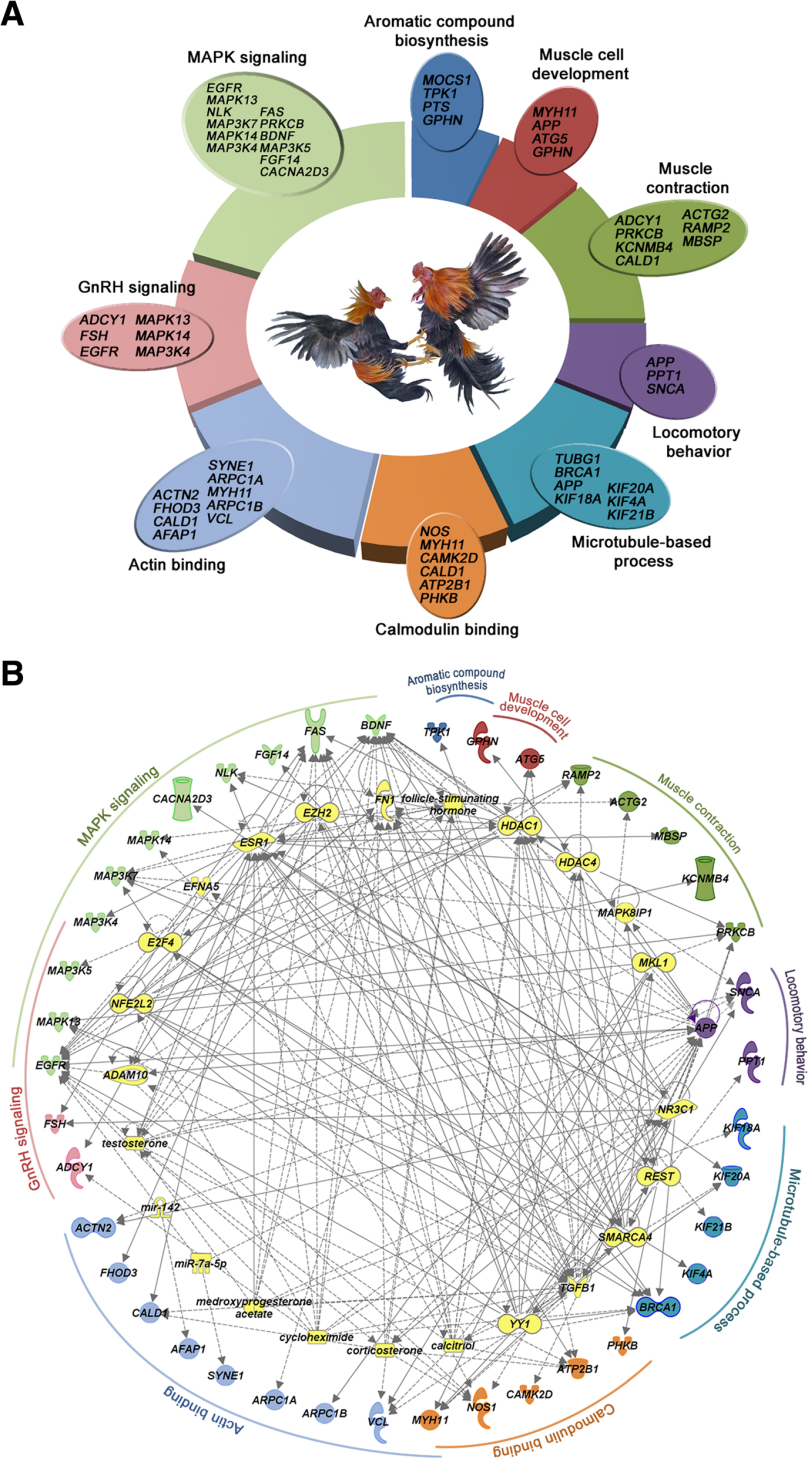
Aggressiveness-related genes and associated pathways. **a** Whole-genome comparison between eight game fowls and five RJFs reveals the enrichment of 46 selected genes involved in nine biological processes and pathways that contribute to the aggressiveness behavior. **b** Ingenuity Pathway Analysis (IPA) networks of aggressiveness-associated pathways. Aggressiveness proteins are represented on the outer circle with the corresponding pathways. Predicted regulators are represented on the inner circle. Different shapes denote the nature of molecules

### High-altitude adaptation in Tibetan chickens

To determine whether the Tibetan chicken has been subject to natural selective pressure for altitude adaptation, we explored the genomic landscape of population differentiation to identify candidate genes that potentially control high-altitude-specific adaptive traits present in Tibetan chickens. Our previous study found that there are at least three distinct clusters among the six geographically representative populations of Tibetan chickens: the chicken inhabiting Tibet and Qinghai (in cluster 3, TC1) were genetically closer to the RJF than to other domestic chickens, while the Tibetan chickens inhabiting Yunnan and Sichuan (clusters 1 and 2, TC2) were closer to the domestic populations and were split into two clusters [5].

We measured genome-wide variations and the frequency spectrum separately in Tibetan and lowland chickens (Additional file 1: Figure S11). A total of 158 and 117 candidate genes with selection signals were identified using sliding-window analysis in TC1 and TC2 respectively (Additional file 2). These genes were involved in 25 categories (Additional file 1: Table S9). We discovered five genes under selection in all Tibetan chickens (*TRIT1, HPCAL4*, *NT5C1A*, *LOC419677*, and *HEYL*) in a small region (40 kb) of chromosome 23 that showed high *zF*_*ST*_ and low log_2_(*θπ* ratio) values (Additional file 2); these genes could help explain the local adaptation of Tibetan fowls. *TRIT1* is a tumor suppressor, and its expression can decrease cell growth [40], which could be responsible for the dwarf phenotype of Tibetan chickens. In addition, the protein encoded by the *HPCAL4* gene is a Ca^2+^-binding protein highly similar to human hippocalcin protein and hippocalcin-like 1 protein. Human cytosolic 5′-nucleotidase is expressed at high levels in skeletal and heart muscle [41] and is involved in purine, pyrimidine, nicotinate and nicotinamide metabolism. Cytosolic 5′-nucleotidase 1A (*NT5C1A*) is also important in regulation of body fluid levels. This gene has been identified among a set of transcripts that are differentially expressed during high-altitude acclimatization in the Indian Air Force and Army Aviation Corps populations and is postulated to allow for more efficient oxygen utilization [42]. *HEYL* is a member of the Hairy-related transcription factor (HRT) family. HRT proteins may regulate specific sets of cardiac genes by modulating the function of GATA proteins and other cardiac transcriptional activators in a signal-dependent manner [43]. Tibetan chickens inhabiting high-altitude locales have increased red blood cell counts, blood oxygen affinity and hemoglobin concentrations, as well as decreased mean corpuscular volume, to overcome the harsh extremes of their environment [44]. Therefore, *NT5C1A* and *HEYL* may be involved in the high-altitude adaption of oxygen delivery in Tibetan chickens. Several candidate genes in the calcium-signaling pathway may be involved in the hypoxia adaptation experienced by Tibetan chickens [45]. Additionally, few of the positively selected genes were involved in the hypoxia-inducible factor 1 signaling pathway, which is primarily utilized in response to hypoxia in mammals such as humans [46, 47], Tibetan Mastiffs [48, 49] and horses [50]. In this study, these genes were mainly associated with energy metabolism, immune response, growth regulation and skeletal muscle development. These biological processes in particular are involved in GTPase regulation activities, suggesting the importance of energy metabolism for maintenance of proper body temperature in Tibetan chicken populations.

We next searched for mutations in coding sequences that have become fixed or nearly fixed in Tibetan chickens. We first searched for nonsense mutations as obvious candidates of functional significance that may have contributed to rapid evolution in Tibetan chickens. However, none of the candidates occurred at a high frequency in these Tibetan chicken lineages. Then, we screened the individual sequence data for the presence of mutations that showed a marked allele frequency difference between Tibetan chickens and other domestic chickens (greater than 80% in one group, less than 20% in the other). Differences in allele frequencies between the two groups were analyzed using Pearson’s chi-squared test. The *p* values from Pearson’s chi-squared test were < 0.001 for all alleles. Eleven SNPs located in coding regions were found to have extreme differences in allele frequencies between Tibetan chickens and other domestic chickens, and only three genes, namely, *PKD2L1, EVI5* and *ZDHHC9*, consisted of nonsynonymous mutations (Additional file 1: Figure S12A).

*PKD2L1* encodes a member of the polycystin protein family that is an integral membrane protein involved in cell-cell/matrix interactions. Animals lacking the *PKD2L1* gene are completely devoid of taste responses to sour stimuli [51]. On the Tibetan plateau, wet hulless-barley distillers’ grains (WHDG) that contain a large amount of acid (such as acetic acid, propionic acid, butyric acid and lactic acid) are produced annually and commonly used in combination with drier feedstuffs to feed Tibetan domesticated animals [52]. WHDG feed is potentially part of why *PKD2L1* has been under selection in Tibetan chickens. 

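In liver, EVI5 (ENSGALG00000005935) was lower in chickens at 3300 m than at 670 m, with a log2 fold change of -0.79 (standard error 0.16, adjusted p = 0.0018 from limma), over 12 libraries of Tibetan and lowland chickens that ranged from 3.35 to 11.7 FPKM. It was past the threshold in Tibetan chickens (-1.10, adjusted p = 0.0021) and not in lowland chickens (-0.49, adjusted p = 0.15), and the difference between them was not (adjusted p = 0.20, and 0.041 without HLC replicate 1). Its medians were 7.84 FPKM in brain, 4.31 in heart, 6.65 in liver and 8.71 in lung, and outside liver no difference by altitude or chicken type was past the threshold. In liver 5105 of 9944 genes tested were past it for altitude, 4136 of them lower, so this call alone does not set EVI5 apart. The median log2 fold change of all liver genes was -0.249, and -0.002 after quantile normalization.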

*EVI5* is involved in the regulation of GTPase activity. Through genetic adaptations, Tibetan chickens may have developed effective strategies to cope with the acidity of their feed or to cope with the alpine environment in high-altitude regions. Mutations in the coding region of *EVI5* aligned with the orthologous protein sequences from 4 other vertebrates were shown in Additional file 1: Figure S12B. *ZDHHC9* encodes a palmitoyltransferase of NRAS and HRAS, and its mutation is associated with X-linked mental retardation [53]. 

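ZDHHC9 (ENSGALG00000003962, chromosome 4) was expressed in all 4 tissues of Tibetan and lowland chickens at 3300 m and 670 m, with medians over 12 libraries each of 37.6 FPKM in brain, 24.1 in lung, 14.2 in heart and 8.77 in liver. No difference by altitude or chicken type was past the threshold in limma in any of these tissues (smallest adjusted p = 0.17, for chicken type in liver).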

Further studies are needed to confirm whether *ZDHHC9* is involved in high-altitude adaption.

In summary, we found that genes associated with high-altitude adaptation in Tibetan chickens were mainly involved in energy metabolism, body size maintenance and digestion, which could be related the chilly climate of the highlands, the high body temperature characteristic of birds, the dwarf phenotype of Tibetan chickens, and adaption to available food sources. Additionally, we believe that birds can adapt to hypoxic stimuli by changing the expression levels of genes. 

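RNA from brain, heart, liver and lung of Tibetan and lowland chickens was sequenced in 48 libraries, 12 per tissue. The 4 groups of 3 libraries in each tissue were Tibetan chickens at 3300 m (TC), lowland chickens at 3300 m (HLC), Tibetan chickens at 670 m (LTC) and lowland chickens at 670 m (LC). The codes HLC and LTC were read from their prefix together with the altitude in the sample labels. The paper itself reports no expression measurement, and breed, sex, age and time at altitude are not given in the sources used here. Altitude cannot be separated from the place, feed and day of keeping. Nothing says that the 3 libraries of a group came from separate birds, so p-values measure only the spread between these libraries. Total RNA was extracted with TRIzol and made into Illumina TruSeq libraries. The authors deposited 1 table of FPKM values (fragments scaled by the length of the transcript and the mapped fragments of the library) for 17108 Ensembl genes. The submitters' processing notes name TopHat, Cufflinks 2.2.1 and the galGal4 assembly. FPKM holds no read counts, so the depth of each library is unknown. Between 8498 and 11325 genes per library had at least 1 FPKM. Differences were tested with limma on log2(FPKM + 1), so fold changes of genes with low FPKM are understated. Each tissue was fitted separately, over the genes with at least 1 FPKM in at least 3 of its 12 libraries, which were 11614 genes in brain, 10376 in heart, 9944 in liver and 11601 in lung. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as past the threshold. Symbols could be given to 1185 genes (6.93%), from the part of Additional file 2 that could be read and the legend of Figure S12. The genes named here are therefore mostly genes in selected regions of a few lowland breeds, not a sample of the genome.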

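Liver differed most between the altitudes. Lanosterol synthase (LSS), an enzyme of cholesterol synthesis, had 47.1 ± 19.5 FPKM (SD, n = 6) at 3300 m and 8.56 ± 3.26 FPKM (n = 6) at 670 m, a log2 fold change of 2.31 (standard error 0.24, adjusted p = 6.2e-05 from limma). The glycogen branching enzyme GBE1 was also higher at 3300 m, with a log2 fold change of 1.27 (adjusted p = 0.00015 from limma), and so was the mitochondrial iron importer SLC25A37 (1.01, adjusted p = 0.00076). GFRA3, a receptor of the GDNF family, had 36.4 ± 8.70 FPKM at 3300 m and 189.6 ± 39.6 FPKM at 670 m (log2 fold change -2.36, adjusted p = 5.8e-06). Other genes that were lower at 3300 m were the matrix metalloproteinase MMP11 (-2.40), the transcription factor MYCL (-2.31), the potassium channel KCNMA1 (-1.93) and ODZ2 (-1.72). RSU1 (1.40), HHLA2 (1.16), SPIRE2 (1.06), ATF3 (1.06) and IFT57 (0.92) were higher. ATF3 lost its call without TC replicate 2 (adjusted p = 0.063) and without LTC replicate 2. Of 9944 genes tested, 5105 were past the threshold, 969 higher and 4136 lower at 3300 m, and 442 of the 5105 had a symbol. Of 5 genes of the extracellular matrix list that could be tested, out of 33 listed, 4 were lower and none was higher (4 lower when adjusted over the list alone), among them MMP2 (-1.11) and SPARC (-1.06). The other 2 were COL12A1 (-0.34), which lost its call without 9 single libraries (adjusted p up to 0.11, without LTC replicate 1) and with either scaling, and COL5A1 (-0.43), which lost it with quantile normalization (adjusted p = 0.34). The list as a whole did not stand apart from the other genes (camera, adjusted p = 0.24, and 0.51 with an estimated correlation). The median log2 fold change of all genes was -0.249. It was -0.123 with each library scaled to the same upper quartile and -0.002 after quantile normalization. The split then became 1492 higher and 2972 lower with upper quartile scaling, and 1780 higher and 1750 lower with quantile normalization, so the excess of lower genes depends on the scaling. LSS, GBE1 and GFRA3 kept their direction and stayed past the threshold under both.

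**Figure D1:**
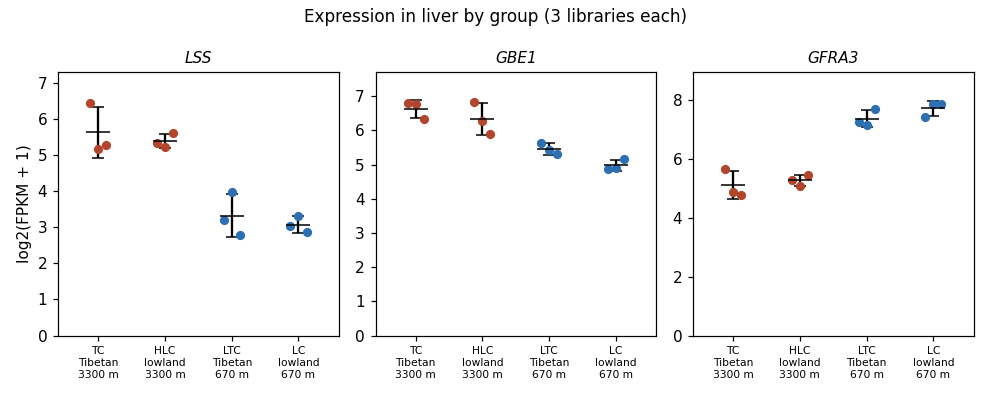
Expression of 3 genes in liver as log2(FPKM + 1) in the 4 groups. Each dot is 1 library, the horizontal bar is the mean of 3 libraries and the vertical bar is the SD. For LSS and GBE1 all 6 libraries at 3300 m lay above all 6 at 670 m, and for GFRA3 all 6 lay below.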

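In lung, genes of the extracellular matrix were lower at 3300 m. Of 7 tested members of the list, out of 33 listed, 5 were lower and none was higher (6 lower when adjusted over the list alone), with a median log2 fold change of -0.84. Among them were the collagens COL5A1 (-0.84, adjusted p = 0.0056 from limma) and COL6A2 (-1.01, adjusted p = 0.019) and the matrix glycoprotein SPARC, which had 384 ± 90.6 FPKM (SD, n = 6) at 3300 m and 898.5 ± 302 FPKM (n = 6) at 670 m (log2 fold change -1.19, standard error 0.23, adjusted p = 0.0076 from limma). COL6A2 lost its call without LTC replicate 2 (adjusted p = 0.051) or LTC replicate 3. The list was past the threshold in limma's camera test with a preset correlation (adjusted p = 0.0063) but not with an estimated correlation (adjusted p = 0.51), and fry gave an adjusted p of 0.021. STMN2, a stathmin of neurons, was lower as well (log2 fold change -2.18, adjusted p = 0.0013), as were MMP11 (-1.97), ADAMTS7 (-1.50), the transcription factor SNAI2 (-1.38) and the growth factor MDK (-1.21). MMP2 (-1.23) and IGF-I (-1.16) were lower too, but MMP2 lost its call without LTC replicate 2 (adjusted p = 0.055) and 3 other libraries, and IGF-I without LTC replicate 3 (adjusted p = 0.078) and 8 other libraries. The higher genes included SLC25A37 (log2 fold change 1.57, adjusted p = 0.0071), the stress-responsive transcription factor ATF3 (1.26, adjusted p = 0.00054), the chaperone HSP90AA1 (1.25, adjusted p = 0.0022), the immediate early gene EGR1 (0.88, from 0.17 in Tibetan and 1.59 in lowland chickens) and the lipid transporter MFSD2A (0.87). KRT14 (1.21), GPNMB (1.00) and TVB (0.85) were higher at 3300 m but lost their calls without LTC replicate 3 (adjusted p = 0.061, 0.076 and 0.051) and without 5, 8 and 1 other libraries. EGR1 was past the threshold in lowland chickens alone (adjusted p = 0.01, against 0.73), and GPNMB (1.88, against 0.11 in lowland chickens), TVB (1.57, against 0.13) and IGF-I (-1.81, against -0.52) in Tibetan chickens alone, GPNMB and IGF-I not without 2 and 5 single libraries (adjusted p up to 0.11, in IGF-I without LTC replicate 2). The difference between the types was not past the threshold for these 4 (adjusted p = 0.12, 0.17, 0.14 and 0.38), except for GPNMB without TC replicate 2 (0.021). In all, 1986 of 11601 genes were past the threshold, 646 higher and 1340 lower. The count was 1176 without LTC replicate 2 and 1168 without LTC replicate 3, and quantile normalization gave 900 higher and 1005 lower.

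**Figure D2:**
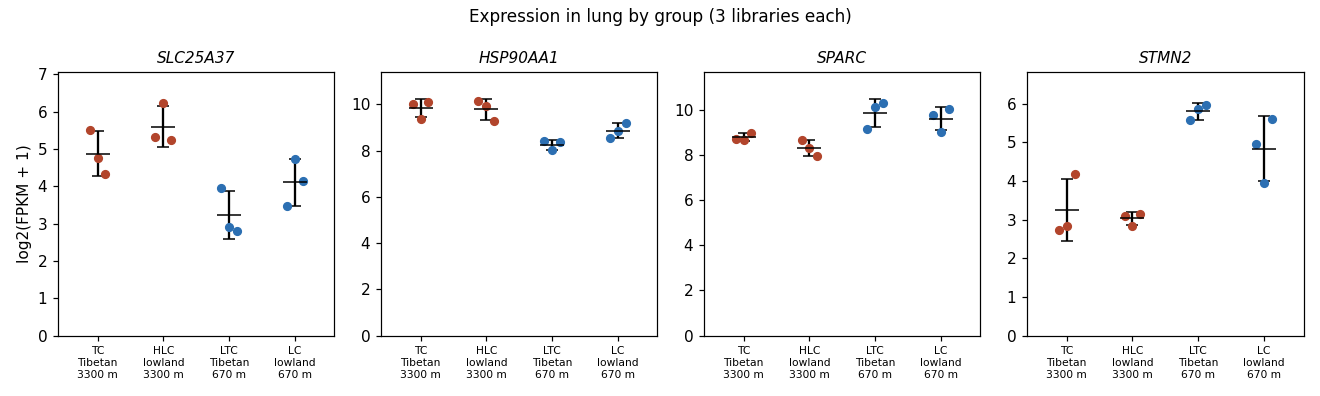
Expression of 4 genes in lung as log2(FPKM + 1) in the 4 groups. Each dot is 1 library, the horizontal bar is the mean of 3 libraries and the vertical bar is the SD. All 6 libraries at 3300 m lay above all 6 at 670 m for HSP90AA1 and below them for SPARC, while for SLC25A37 and STMN2 this held for 5 of 6.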

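In brain, CBLN4, a secreted protein of synapses, had 5.99 ± 2.63 FPKM (SD, n = 6) at 3300 m and 1.03 ± 0.544 FPKM (n = 6) at 670 m (log2 fold change 1.75, standard error 0.24, adjusted p = 0.007 from limma). TMEM164 was also higher at 3300 m (0.68, adjusted p = 0.0086). TPH2, the enzyme of serotonin synthesis in neurons (1.64, adjusted p = 0.022), CAD19 (1.11), DAAM2 (0.98), KRT19 (0.86), ENPP2 (0.70) and the GABA receptor subunit GABRG1 (0.70) were higher, and the Notch target HES5 (-0.57) and the cilium gene OFD1 (-0.54) were lower. These 8 genes lost their calls when 1 of 4 to 11 libraries was left out, with an adjusted p of up to 0.13 (HES5 without LC replicate 1). Of 11614 genes, 263 were past the threshold, 229 higher and 34 lower at 3300 m, of which 20 had a symbol. Leaving out any library but HLC replicate 1 moved this count by over 1.5 times: it fell to between 33 (without LC replicate 2) and 168 (without LTC replicate 1), and rose to 593 without HLC replicate 3. With upper quartile scaling 145 genes were higher and 50 lower. With the replicate number as a block 76 were past the threshold, 73 higher and 3 lower. LTC and TC libraries of the same number deviated from their group means together (correlations of 0.373 to 0.452). In no other pair of groups did all same-number libraries correlate over 0.1. In heart, no gene with a symbol was past the threshold for altitude. Of 10376 genes, 2 were past it in limma (562 at an unadjusted p under 0.05), and 1 of them, ENSGALG00000014433, is named here after its values were seen. It was lower at 3300 m (-1.43, adjusted p = 0.032), a call that was lost without any library but LC replicate 2, TC replicate 2 or TC replicate 3. The count was 1 without HLC replicate 1 or 2, LC replicate 1 or 3, any LTC replicate or TC replicate 1. The other gene was listed at 0 in every group but HLC, and the count was 5 without LC replicate 2 or TC replicate 2. None of the 9 brain and 7 heart members of the calcium signalling list, or of the 6 brain and 7 heart members of the extracellular matrix list, was past the threshold for altitude (1 brain matrix gene when adjusted over the list alone).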

Transcriptome data from lowland and Tibetan chickens are needed to further explore the high-altitude hypoxia adaption of birds.

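Tibetan and lowland chickens differed in the most genes in liver, and there mainly at 3300 m. At 3300 m 3112 of 9944 liver genes were past the threshold between the types (TC against HLC, 728 higher and 2384 lower in Tibetan chickens), and at 670 m 4 were (LTC against LC, 874 at an unadjusted p under 0.05), none with a symbol. Quantile normalization gave 1937 genes (927 higher and 1010 lower, so the excess of lower genes depends on the scaling) and 5 genes, upper quartile scaling 2775 (1743 lower) and 6, and the fit of all 48 libraries 3144 and 138. The count at 3300 m was 1774 without TC replicate 2, and that at 670 m moved to between 0 (without LTC replicate 2) and 27 (without LC replicate 1), by over 1.5 times also without HLC replicate 1 or 3, LC replicate 3 or TC replicate 1 or 2. In heart the counts were 680 at 3300 m (610 lower) and 0 at 670 m (1289 at an unadjusted p under 0.05 in limma, but 909 past the threshold in the fit of all 48 libraries, and 5 and 2 without LC replicate 1 or TC replicate 2), and the former was 126 (41 lower) with upper quartile scaling, 166 (45 lower) with quantile normalization, 294 without a filter, 2831 in the fit of all 48 libraries, 1 without HLC replicate 2, 23 without HLC replicate 1, 63 without TC replicate 2 and 257, 347 and 416 without LTC replicates 3, 2 and 1. The tests that follow set both Tibetan groups against both lowland groups. The growth factor IGF-I was higher in Tibetan chickens in liver (log2 fold change 1.14, standard error 0.22, adjusted p = 0.014 from limma). It was lowest in HLC. It had 9.80 ± 0.767 FPKM (SD, n = 3) in TC and 2.09 ± 1.59 in HLC (1.94, adjusted p = 0.0018), but 15.3 ± 3.32 in LTC and 11.7 ± 1.97 in LC (0.35, adjusted p = 0.86). The mitochondrial ribosomal protein MRPL41 was also higher (0.65, adjusted p = 0.017). The receptor IGF2R (-0.83, adjusted p = 0.0069 from limma), the iron exporter SLC40A1 (-0.82), TTC7A (-0.87) and SEL1L (-1.07), a protein of endoplasmic reticulum degradation, were lower in Tibetan chickens. Their differences were -1.55, -1.53, -1.32 and -1.83 at 3300 m, each past the threshold, and -0.10, -0.10, -0.42 and -0.32 at 670 m. IGF2R had 2.36 ± 0.618 FPKM (n = 3) in TC and 9.03 ± 1.87 FPKM in LTC. The difference between the altitudes was itself past the threshold for IGF2R (adjusted p = 0.007) and SLC40A1 (0.017), for IGF-I (0.035) and SEL1L (0.03) not without 9 and 8 single libraries (up to 0.082, in IGF-I without LC replicate 3), SEL1L also not with quantile normalization (0.082), and not for TTC7A (0.077) unless LC replicate 3 was left out. KRT19 (0.60), SPARC (0.58), TMEM141 (0.53), PCBD1 (0.52) and CALD1 (0.50) were higher and MFSD2A (-1.05), SDF2L1 (-1.04), MYCL (-0.94) and PAPSS2 (-0.92) were lower, but each of these 9 lost its call without 2 to 10 single libraries (adjusted p up to 0.10, in MYCL without LTC replicate 2), and MFSD2A and MYCL also lost theirs with either scaling, PAPSS2 with upper quartile scaling (adjusted p = 0.061) and PCBD1 with quantile normalization (adjusted p = 0.079). None of the genes named so far was past the threshold at 670 m (SPARC and PAPSS2 were without HLC replicate 1), and all but SPARC and PAPSS2 were at 3300 m, where KRT19, MFSD2A, MRPL41 and MYCL lost their calls without 2 to 5 single libraries (adjusted p up to 0.14, in MFSD2A without TC replicate 3), MFSD2A also with either scaling and MYCL and PCBD1 with quantile normalization. Over both altitudes 1091 liver genes were past the threshold, 238 higher and 853 lower. The count was 350 without LTC replicate 2, 357 without TC replicate 2, 466 without LC replicate 2, 532 without LC replicate 3, 568 without HLC replicate 2, 589 without LTC replicate 1, 669 without HLC replicate 3, 686 without LTC replicate 3 and 709 without LC replicate 1. Quantile normalization gave 548 genes, 263 higher and 285 lower, and upper quartile scaling 788, of which 54.1% were lower. In limma, 1 gene of brain (526 at an unadjusted p under 0.05), 1 of heart (1477) and 5 of lung (1709) were past the threshold, none with a symbol. The brain count was 0 without any library but LC replicate 3 and TC replicate 1. The lung count was 2 without HLC replicate 2, LC replicate 3 or any LTC replicate, 3 without HLC replicate 1 or TC replicate 3 and 15 without LC replicate 1, and the heart count was 2 without HLC replicate 1. Of 5 tested genes of the extracellular matrix list, 2 were higher in Tibetan liver and none was lower (2 higher when adjusted over the list alone), SPARC and MMP2 (0.49, from 0.12 at 3300 m and 0.87 at 670 m, neither past the threshold), and MMP2 lost its call without 5 single libraries (adjusted p up to 0.07, without TC replicate 2). That list was past the threshold in camera (adjusted p = 0.015, and 0.51 with an estimated correlation), but not without LC replicate 2 (adjusted p = 0.084) or TC replicate 2. So was calcium signalling in heart (adjusted p = 0.015, and 0.51 with an estimated correlation), though none of its 7 tested members was past the threshold (0 when adjusted over the list alone). Neither list was past the threshold in fry (adjusted p = 0.1 for extracellular matrix in liver and 0.33 for calcium signalling in heart).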

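The altitude difference itself differed between Tibetan and lowland chickens for some genes. In liver, OSGIN1, a gene of the oxidative stress response, had 4.39 ± 1.91 FPKM (SD, n = 3) in TC, 51.2 ± 11.9 in HLC, 26.1 ± 4.67 in LTC and 11.0 ± 7.01 in LC. It was thus lower at 3300 m in Tibetan chickens (log2 fold change -2.38, adjusted p = 0.0016 from limma) and higher in lowland chickens (2.34, adjusted p = 0.0078), and the difference between these 2 changes was -4.72 (standard error 0.65, adjusted p = 0.0047). Of the genes that follow, all but RAB40B, ENSGALG00000027880 and ENSGALG00000021938 were picked after their values were seen. The secreted glycoprotein STC2 went the opposite way, with 2.45 in Tibetan and -1.56 in lowland chickens (difference 4.01, adjusted p = 0.0063), and the mitochondrial protein CHCHD10 had a difference of 2.23 (adjusted p = 0.0042). In lung, RAB40B, a small GTPase, was higher at 3300 m in Tibetan chickens (1.76) and lower in lowland chickens (-0.87), a difference of 2.62 (standard error 0.30, adjusted p = 0.0042). PTPRM (1.04), CNTNAP1 (-1.37) and MRPL41 (-1.27) were past the threshold too, but each lost its call without any of 10 or 11 libraries (adjusted p up to 0.13, in CNTNAP1 without LTC replicate 2). In heart, RAMP2, a receptor partner protein of blood vessels, had 38.2 ± 6.44 FPKM in TC, 91.4 ± 25.4 in HLC, 129.5 ± 24.5 in LTC and 73.0 ± 27.3 in LC (difference -2.08, adjusted p = 0.039), and lost its call with upper quartile scaling (adjusted p = 0.14) and without any of 7 libraries (adjusted p up to 0.11, without LTC replicate 2). ENSGALG00000027880 in heart had 4037, 1982 and 1187 FPKM in the 3 HLC libraries and ENSGALG00000021938 in lung had 715, 1094 and 1006 FPKM in the 3 LTC libraries, and both were listed at 0 in every other library of that tissue. Values of 0 in whole groups may be estimates that failed, so these 2 genes may not show group-specific expression. ENSGALG00000027880 was above 0 in LC and in TC in other tissues, but in LTC it was listed at 0 in liver and lung as well. In liver 1390 genes were past the threshold (385 positive, 1005 negative), in heart 289 (19 positive, 270 negative), in lung 59 (29 positive, 30 negative) and in brain 4 (2 positive, 2 negative). In heart the median difference of all genes was -0.471, and -0.103 with upper quartile scaling. The heart count fell to 19 with that scaling and to 24 with quantile normalization (18 positive, 6 negative), and quantile normalization took the liver count to 690 (329 positive, 361 negative), so the excess of negative liver genes depends on the scaling as well. Leaving out 1 library took the heart count to 1 without TC replicate 3, 3 without HLC replicate 2, 4 without LTC replicate 2 or 3, 5 without HLC replicate 1, 10 without LTC replicate 1, 18 without LC replicate 2 and 495 without LC replicate 3. The liver count was 458 without LTC replicate 1, 558 without TC replicate 2, 652 without LC replicate 3, 670 without HLC replicate 2, 788 without LC replicate 2, 830 without LTC replicate 3 and 918 without HLC replicate 3. The lung count fell to between 10 (without HLC replicate 3 or LC replicate 2) and 37 (without HLC replicate 2) for every library but HLC replicate 1 and LC replicate 1. The brain count was 0 to 2 without any library but LTC replicate 3 and TC replicate 2.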

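Several genes that the paper names differed between the altitudes in liver. There 5105 of 9944 genes tested were past the threshold, and 442 of the 756 with a symbol. A liver call alone therefore does not set these genes apart. Of the genes that it lists as most selected in Jinyang silky fowls, CAMK2D, a calmodulin-dependent kinase, had a log2 fold change of -1.07 at 3300 m against 670 m (standard error 0.18, adjusted p = 7e-04 from limma) and the transcription factor NFATC3 one of -0.64 (adjusted p = 0.0029). Of the genes with coding SNPs in Figure S12A, CTDSPL2 (-0.41, adjusted p = 0.0042) and BCORL1 (-0.36, adjusted p = 0.011) were lower at 3300 m. PDE7B (-0.58), ASCC3 (-0.50), AEBP2 (-0.45), TEX11 (-0.36), CHMP2B (-0.33), PPT1 (-0.31) and ZBTB43 (-0.31) were lower as well. With quantile normalization, which takes the median of all genes to -0.002, of these 11 genes CAMK2D alone stayed past the threshold (-0.75, adjusted p = 0.0038), and ZBTB43 became 0.02. TEX11, CHMP2B, PPT1 and ZBTB43 also lost their calls with upper quartile scaling (adjusted p = 0.081, 0.16, 0.26 and 0.21) and without 3, 3, 8 and 8 single libraries (adjusted p up to 0.11, in ZBTB43 without HLC replicate 2). Of the 11, all but CHMP2B were past the threshold in Tibetan chickens (TC against LTC), where PPT1, BCORL1, ZBTB43 and TEX11 lost their calls without 9, 3, 3 and 1 single libraries (adjusted p up to 0.17, in PPT1 without LTC replicate 3), PPT1 and ZBTB43 lost theirs with upper quartile scaling (0.21 and 0.068), and only CAMK2D (0.023), AEBP2 (0.037) and PPT1 (0.044) kept theirs with quantile normalization. CAMK2D alone was past the threshold in lowland chickens (adjusted p = 0.028, lost without 4 single libraries, up to 0.11 without LC replicate 2). In liver the altitude difference itself differed between the chicken types for AEBP2 (-0.89 in Tibetan and -0.02 in lowland chickens, adjusted p = 0.023 for the difference), APP (-0.43 and 0.26, adjusted p = 0.039) and PLEKHA5 (-0.37 and 0.25, adjusted p = 0.048). These 3 lost their calls without 4, 11 and 10 single libraries (adjusted p up to 0.058 without LC replicate 3, 0.098 without LTC replicate 1 and 0.11 without LC replicate 3), APP also with upper quartile scaling (adjusted p = 0.077) and AEBP2 and PLEKHA5 with quantile normalization (adjusted p = 0.10 and 0.26). In lung, the calcium channel subunit CACNA2D1 was lower at 3300 m (-0.79, adjusted p = 0.024) and NECAB2 was higher (0.57, adjusted p = 0.018). CACNA2D1 lost its call without LTC replicate 3 (adjusted p = 0.062), LTC replicate 2, LC replicate 1 or TC replicate 2. TRIT1, HPCAL4, NT5C1A and HEYL of the chromosome 23 region were past the threshold in no tissue where they were tested, for altitude or for chicken type.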

## Conclusion

By analyzing multiple individual genomes representing various chicken populations and breeds, this study reveals a large and complex landscape of genetic diversity and selective sweeps that occurred during the domestication of chickens. Comparison of the genome sequences of red jungle fowls, nine lowland domestic chicken breeds and Tibetan chickens provided insights into the distinct evolutionary scenarios occurring under artificial selection for agricultural production and under natural selection for success at a high altitude. Several genes were identified as candidates for chicken economic traits and other phenotypic traits. Our results indicate that Tibetan chickens evolved in adaptation to a high-altitude alpine environment during their long history of living at high altitudes.

## Methods

### Genome sequencing, analysis of the population structure and evolutionary history

The whole genomes of 86 domestic chickens including 50 lowland chickens from 9 phenotypically diverse breeds ([Emei black fowl, Emei, 400 m altitude], [Jiuyuan black fowl, Jiuyuan, 900 m altitude], [Jinyang silky fowl, Jinyang, 460 m altitude], [Muchuan black-boned fowl, Muchuan, 500 m altitude], [Miyi fowl, Miyi, 1400 m altitude], [Pengxian yellow fowl, Pengxian, 800 m altitude], [Tianfu black-boned fowl, Chengdu, 540 m altitude], [Shimian Caoke fowl, Shimian, 790 m altitude] and Xishuangbanna game fowl) in China and 36 Tibetan chickens from 6 Qinghai-Tibetan Plateau localities ([Aba, Sichuan Province, 3300 m altitude], [Ganzi, Sichuan Province, 3390 m altitude], [Diqing, Yunnan Province, 3280 m altitude], [Haiyan, Qinghai Province, 3260 m altitude], [Linzhi, Tibet, 3100 m altitude] and [Shannan, Tibet, 3700 m altitude]) (Additional file 1: Table S1)), together with 5 red jungle fowls (RJFs), were used for comparative population genomics. Among them, the genomes of Xishuangbanna game fowl and RJFs were downloaded from NCBI (GenBank accession number PRJNA241474). Description and quantification of the phenotypic diversity of each breed are provided in Additional file 1: Table S7. The whole genomes of chickens were sequenced on the Illumina HiSeq 2000 platform. We generated sequencing libraries using a TruSeq Nano DNA HT Sample Preparation Kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions, and index codes were added to attribute sequences to each sample. Briefly, the DNA sample was fragmented to a size of 350 bp by sonication, and the DNA fragments were then end polished, A-tailed, and ligated with the full-length adapter for Illumina sequencing with further polymerase chain reaction (PCR) amplification. The sequencing data have been submitted to NCBI Sequence Read Archive (SRA) with the accession number SRP067615. Approximately 96.30% of high-quality paired-end reads were mapped to the chicken reference genome with an average coverage depth of 18.06-fold for each individual using BWA software [54]. We first examined individual SNPs independently confirmed by both SAMtools [14] and GATK [55]. The methods for genome sequencing, sequence filtering, data analysis, SNP calling, and insertion and deletion (indel) calling can be found in our previous study [5]. To evaluate LD decay, we used Haploview [56] to calculate the coefficient of determination (*r*^2^) between each pair of loci. The average *r*^2^ was calculated for the pairwise markers in a 40-kb window and averaged across the whole genome. To determine the most appropriate window size, capable of yielding few windows with ≤20 SNPs while retaining a theoretically appropriate length to detect smaller sweeps, we computed the number of bins with ≥20 SNPs in 1-Mb, 500-kb, 200-kb, 100-kb, 40-kb, 20-kb and 10-kb windows (Additional file 1: Table S10). The window size with the highest proportion of bins with ≥20 SNPs was considered the best one to use. Population structure analysis with a full maximum-likelihood approach was performed using *frappe* [11].

### Segmenting the chicken genome into isochores

The chicken genome (Gallus_gallus 4) was first split into single chromosomes. isoSegmenter (Version 1.5.1) was used to identify isochores on each chromosome, with all parameters on default settings except window size (https://github.com/bunop/isoSegmenter). More specifically, we calculated the standard deviation (SD) of GC for fixed window sizes (w) ranging from 10 kb to 750 kb for all isochores comprising at least four windows. The smaller window size was selected when a plateau began to emerge across increasing window sizes [57].

### Introgression analysis – *D*-statistics (ABBA-BABA tests) and identity by descent (IBD)

To detect introgression between RJFs and the 10 domestic chicken breeds, we computed *D*-statistics based on ABBA and BABA SNP frequency differences using the following expression [58]:

$$ D\left({P}_1,{P}_2,{P}_3,\mathrm{Japanese}\ \mathrm{quail}\right)=\frac{\sum_{i=1}^n\left(1\hbox{-} {\widehat{p}}_{i1}\right){\widehat{p}}_{i2}{\widehat{p}}_{i3}-{\widehat{p}}_{i1}\left(1-{\widehat{p}}_{i2}\right){\widehat{p}}_{i3}}{\sum_{i=1}^n\left(1-{\widehat{p}}_{i1}\right){\widehat{p}}_{i2}{\widehat{p}}_{i3}+{\widehat{p}}_{i1}\left(1-{\widehat{p}}_{i2}\right){\widehat{p}}_{i3}} $$

where P1, P2, P3 and Japanese quail (P4) are the four different populations under comparison: P1 (one domestic chicken population) and P2 (another domestic chicken population), are sister taxa, P3 comprises RJFs and P4 (Japanese quail) is outgroup. The sequence-based genotypes were phased from the 91 samples, and tracts of identity by descent (IBD) between the two chicken populations were inferred with BEAGLE 4.1 [59].

### Sweep analysis

The selective sweep screen was performed using a method that includes the sequence diversity statistic (*θ*_π_) [60], the population differentiation statistic (*F*_ST_) [61] and Tajima’s *D* value [62] using a 40-kb window with a 20-kb step. To detect characteristics that have undergone selection associated with high altitude or domestication, we measured the genome-wide variation between the highland (Qinghai-Tibetan Plateau) and lowland groups (Sichuan Basin) and the genome-wide variation between the domesticated breeds and the RJFs. Because sex chromosomes and autosomes are subjected to different selective pressures and have different effective population sizes, the Z-transformed population differentiation (z*F*_*ST*_) [63] was estimated only for the autosomes. The formula used to calculate z*F*_*ST*_ was as follows: z(*F*_*ST*_) = (*F*_*ST*_ - μ(*F*_*ST*_))/σ(*F*_*ST*_), where *μ* is the mean of *F*_*ST*_ and σ is the standard deviation of *F*_*ST*_*.* The genome signature with significantly high *F*_*ST*_ (corresponding to the top 5% level) and *θ*_π_ ratio (*θ*_π, lowland population_/*θ*_π, Tibetan population_, top 5% level presented) values were identified as extensively diversified. The gene annotation is performed in the selected genomic regions according to the reference chicken genome. Genes were submitted to DAVID (https://david.ncifcrf.gov/) for enrichment analysis of the significant overrepresentation of GO biological process (GO-BP) and molecular function (GO-MF) terms, as well as InterPro domains and KEGG pathways. In all tests, the whole set of known chicken genes was defined as the background, and *p* values (i.e., EASE scores), indicating the significance of the overlap between various gene sets, were calculated using a modified Fisher’s exact test corrected by the Benjamini-Hochberg procedure. Only GO-BP, GO-MF, KEGG pathway or InterPro domain terms with a *p* value less than 0.05 were considered significant and included on the list. For aggressiveness of game fowls, we first detected genes selected for game fowls, and then these candidate genes were subjected to Ingenuity Pathway Analysis (IPA) network analysis [64].

## Additional files

Additional file 1: This file includes Figures S1 to S12 and Tables S1 to S10.

Additional file 2: Lists of information containing all the positively selected genes in chicken breeds.

## Abbreviations

ATP: Adenosine triphosphate
bp: Base pairs
DNA: Deoxyribonucleic acid
GO: Gene ontology
IBD: Identity by descent
indels: Insertion/Deletions
IPA: Ingenuity Pathway Analysis
LD: Linkage disequilibrium
m: Meter
NCBI: National Center for Biotechnology Information
PCR: Polymerase chain reaction
RJF: Red jungle fowl
SNP: Single nucleotide polymorphism

# Supplementary material for: Population genomics identifies patterns of genetic diversity and selection in chicken
**Source:** BMC Genomics. 2019 Apr 2;20:263. doi: 10.1186/s12864-019-5622-4
**Supplement:** Supplementary file 1 — This file includes Figures S1 to S12 and Tables S1 to S10.

**Table S1** Samples used for whole-genome analysis.

|  | Type | Breed | Population | Altitude | Number of chickens | Total SNP (Millions) |
| --- | --- | --- | --- | --- | --- | --- |
| Domestic fowls | Lowland chicken | Emei black fowl | Emei | 400m | 6 | 6.6 |
|  |  | Jiuyuan black-bone fowl | Jiuyuan | 900m | 5 | 6.51 |
|  |  | Jinyang silky fowl | Jinyang | 460m | 6 | 6.63 |
|  |  | Muchuan black-bone fowl | Muchuan | 500m | 5 | 6.69 |
|  |  | Miyi fowl | Miyi | 1400m | 5 | 5.27 |
|  |  | Pengxian yellow fowl | Pengxian | 800m | 6 | 6.25 |
|  |  | Shimian caoke fowl | Shimian | 790m | 4 | 5.63 |
|  |  | Tianfu black-bone fowl | Tianfu | 540m | 5 | 6.74 |
|  |  | Xishuangbanna Game fowl^1^ | Game fowl | 1500m | 8 | 7.11 |
|  | Highland chicken | Tibetan fowl | Aba | 3300m | 5 | 6.69 |
|  |  | Tibetan fowl | Diqing | 3280m | 6 | 7.28 |
|  |  | Tibetan fowl | Ganzi | 3390m | 6 | 6.93 |
|  |  | Tibetan fowl | Linzhi | 3100m | 5 | 6.74 |
|  |  | Tibetan fowl | Haiyan | 3260m | 6 | 7.05 |
|  |  | Tibetan fowl | Shannan | 3700m | 8 | 7.52 |
| Wild fowls | Red jungle fowl | Red jungle fowl^2^ | RJF |  | 5 | 6.72 |

^1, 2^ **indicate that the sequences were downloaded from NCBI.**

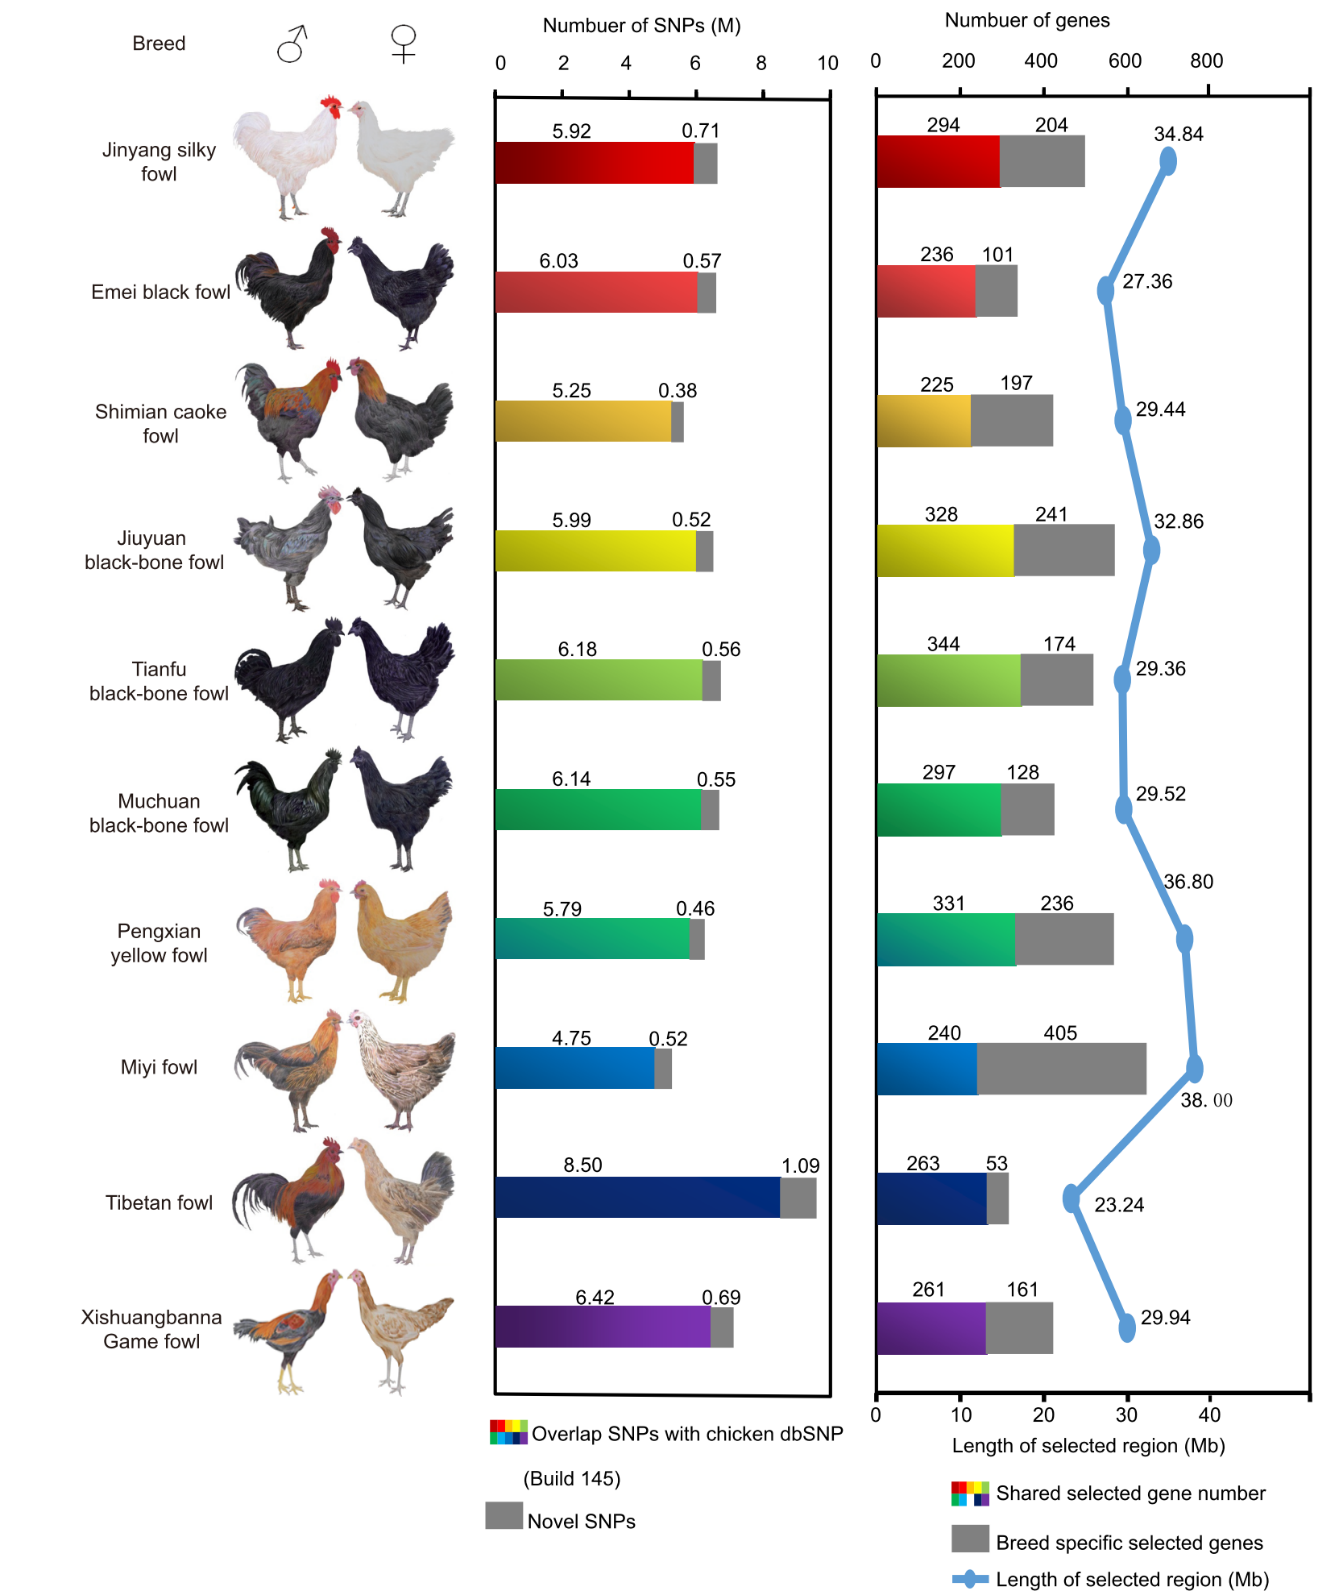

**Figure S1** Numbers of SNPs identified in ten domestic chicken breeds.

**Table S2** The frequency distribution of domestic chicken breed/population specific SNPs.

| Breed/  Population | Cumulative frequency | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 0.1 | 0.2 | 0.3 | 0.4 | 0.5 | 0.6 | 0.7 | 0.8 | 0.9 | 1 |
| Pengxian | 377 | 662 | 874 | 1,031 | 1,202 | 1,261 | 1,305 | 1,344 | 1,367 | 1,398 |
| Jinyang | 523 | 903 | 1,167 | 1,304 | 1,496 | 1,561 | 1,629 | 1,677 | 1,709 | 1,727 |
| Emei | 990 | 1,579 | 1,892 | 2,105 | 2,310 | 2,361 | 2,419 | 2,460 | 2,489 | 2,511 |
| Jiuyuan | 643 | 1,017 | 1,214 | 1,366 | 1,480 | 1,533 | 1,589 | 1,618 | 1,649 | 1,665 |
| Muchuan | 631 | 1,002 | 1,225 | 1,366 | 1,467 | 1,510 | 1,566 | 1,609 | 1,639 | 1,654 |
| Miyi | 803 | 1,233 | 1,460 | 1,674 | 1,838 | 1,894 | 1,972 | 2,030 | 2,066 | 2,123 |
| Shimian | 757 | 1,361 | 1,429 | 1,570 | 1,740 | 1,779 | 1,843 | 1,861 | 1,875 | 1,908 |
| Tianfu | 643 | 1,035 | 1,262 | 1,394 | 1,514 | 1,564 | 1,603 | 1,633 | 1,644 | 1,651 |
| Aba | 984 | 1,529 | 1,851 | 2,045 | 2,159 | 2,225 | 2,296 | 2,334 | 2,364 | 2,379 |
| Diqing | 837 | 1,361 | 1,709 | 1,889 | 2,092 | 2,160 | 2,208 | 2,235 | 2,254 | 2,270 |
| Ganzi | 903 | 1,361 | 1,615 | 1,798 | 1,993 | 2,055 | 2,092 | 2,122 | 2,143 | 2,169 |
| Linzhi | 993 | 1,694 | 1,995 | 2,175 | 2,308 | 2,362 | 2,417 | 2,456 | 2,481 | 2,499 |
| Qinghai | 895 | 1,447 | 1,804 | 2,047 | 2,300 | 2,376 | 2,434 | 2,494 | 2,529 | 2,561 |
| Shannan | 1,092 | 1,518 | 1,998 | 2,162 | 2,395 | 2,478 | 2,576 | 2,645 | 2,667 | 2,687 |
| Game fowl | 1,392 | 2,886 | 3,462 | 3,940 | 4,246 | 4,395 | 4,563 | 4,639 | 4,687 | 4,716 |

Pengxian, Pengxian yellow fowl; Jinyang, Jinyang silky fowl; Emei, Emei black fowl; Jiuyuan, Jiuyuan black fowl; Muchuan, Muchuan black-boned fowl; Miyi, Miyi fowl; Shimian, Shimian Caoke fowl; Tianfu, Tianfu black-boned fowl; game fowl, Xishuangbanna game fowl; Tibetan populations include Aba, Diqing, Ganzi, Linzhi, Haiyan and Shannan.

**
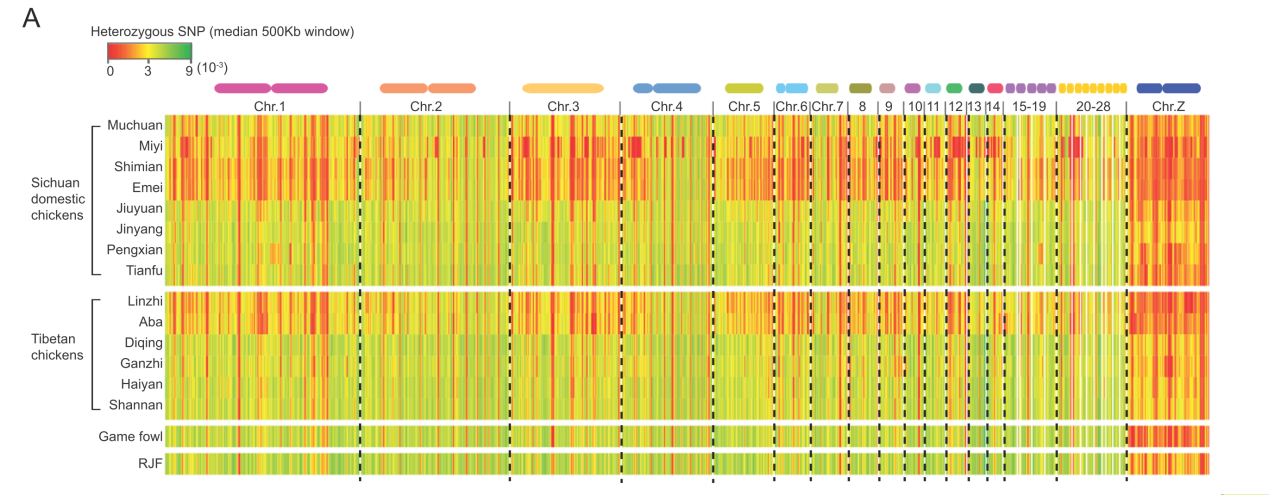
**

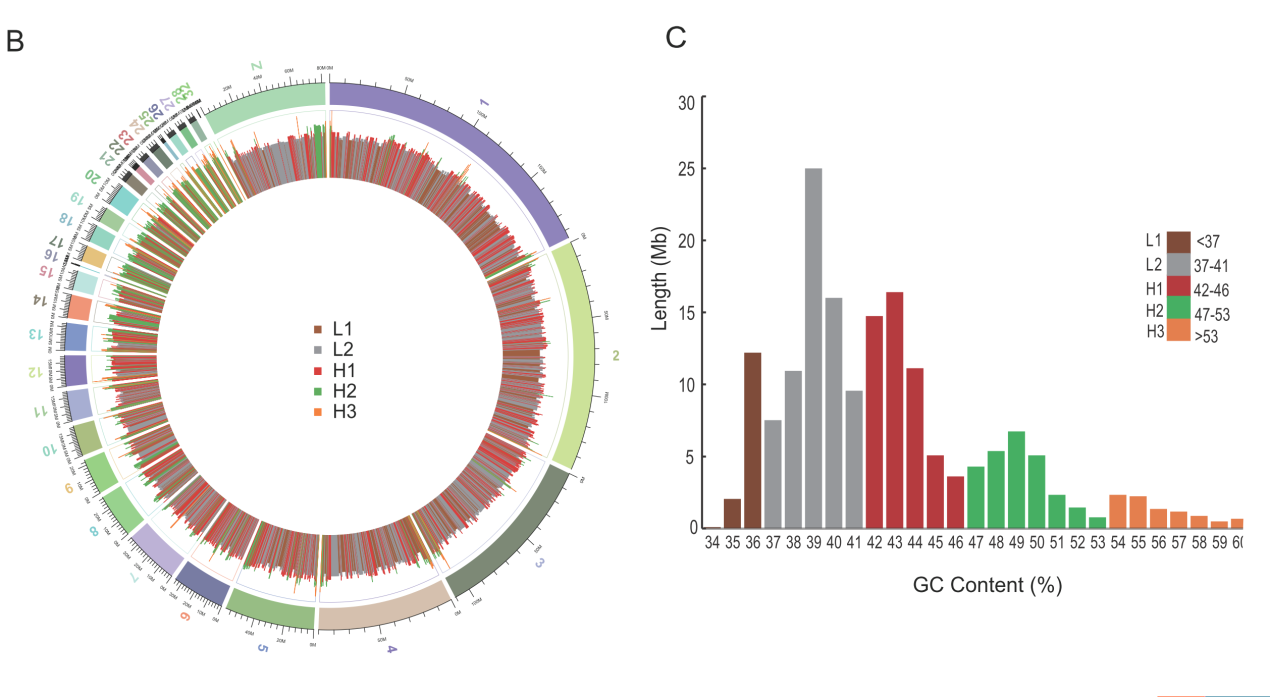

**Figure S2** (A) Heat map of the heterozygous SNP rate within each non-overlapping 500-kb window across the genomes. (B) Isochore profiles of all chicken chromosomes. (C) Distribution of isochores according to GC levels.

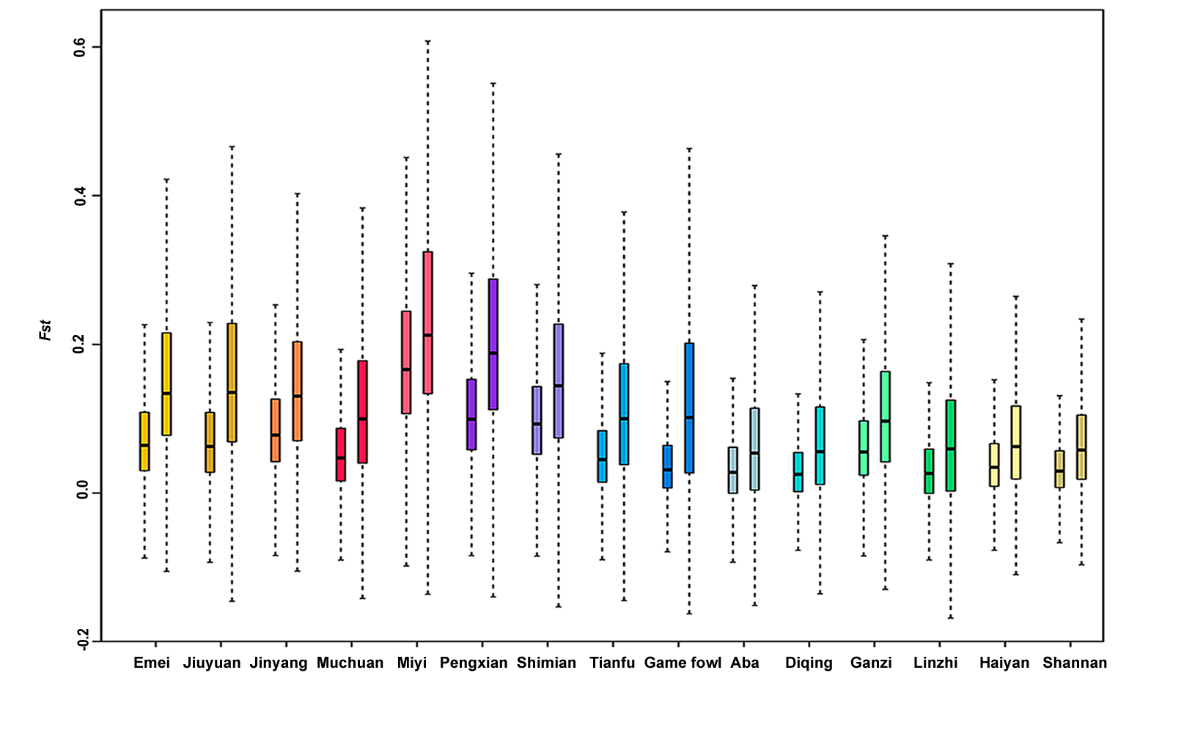

**Figure S3** Boxplot showing population genetic differentiation of autosomes (left) and Z chromosome (right) between each domestic chicken population and RJFs.

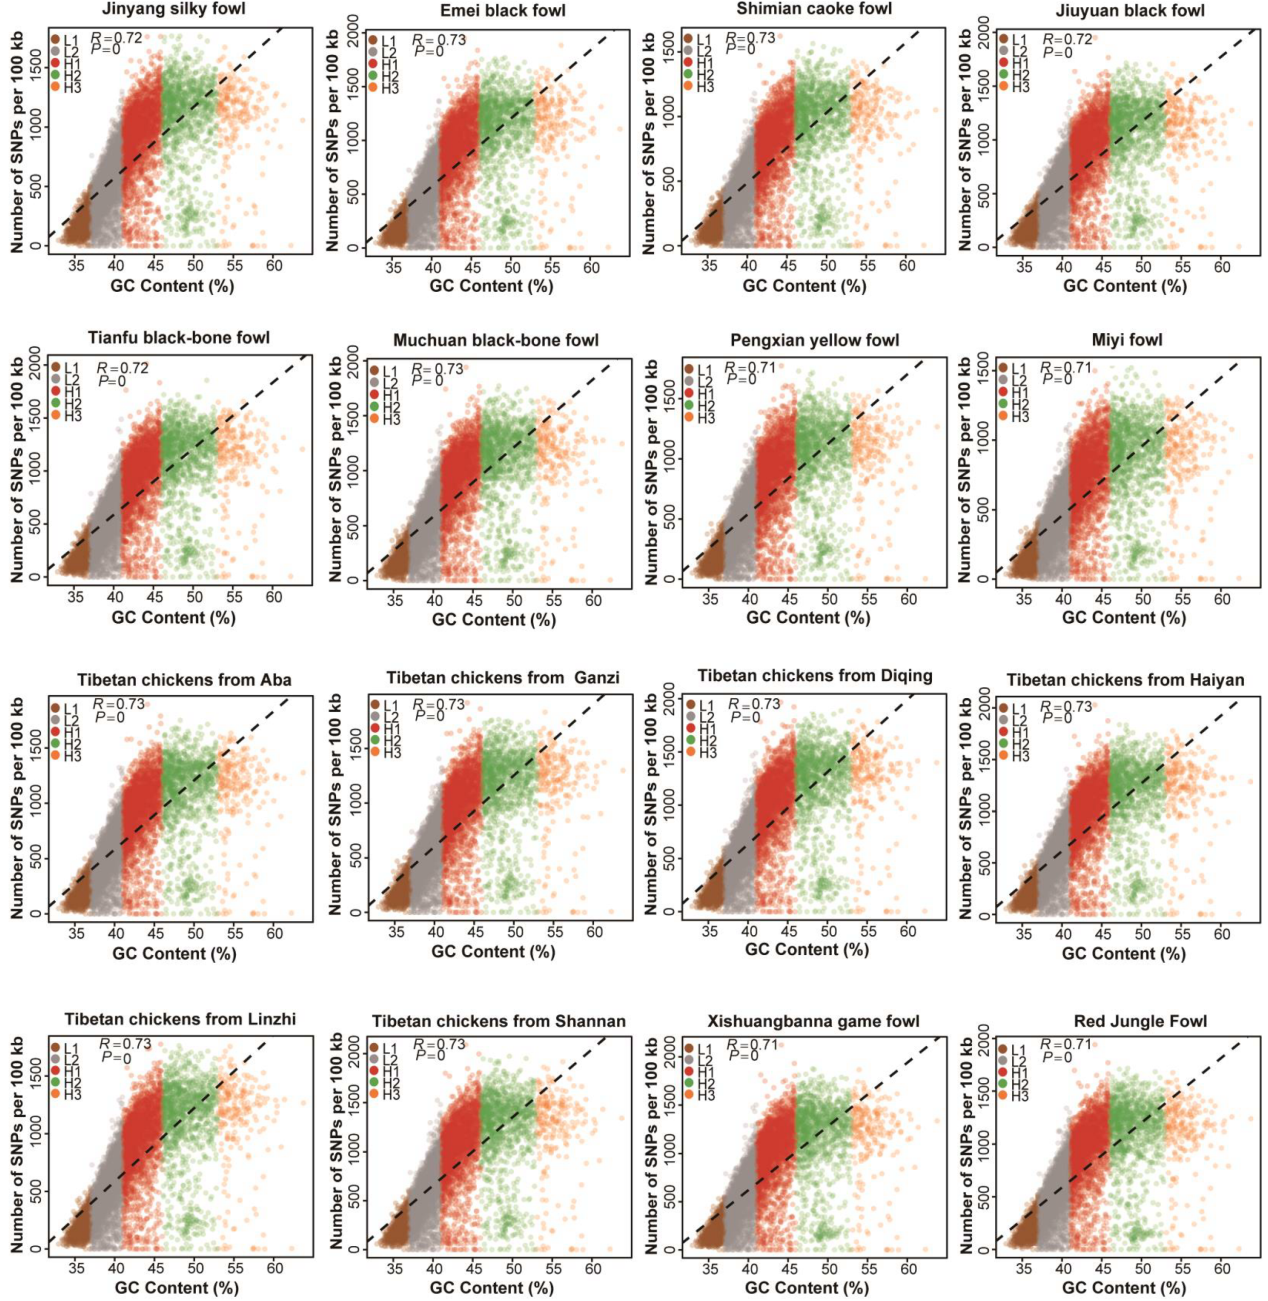

**Figure S4** Correlation between number of SNPs in 91 chickens and GC level in the isochores of the chicken genome.

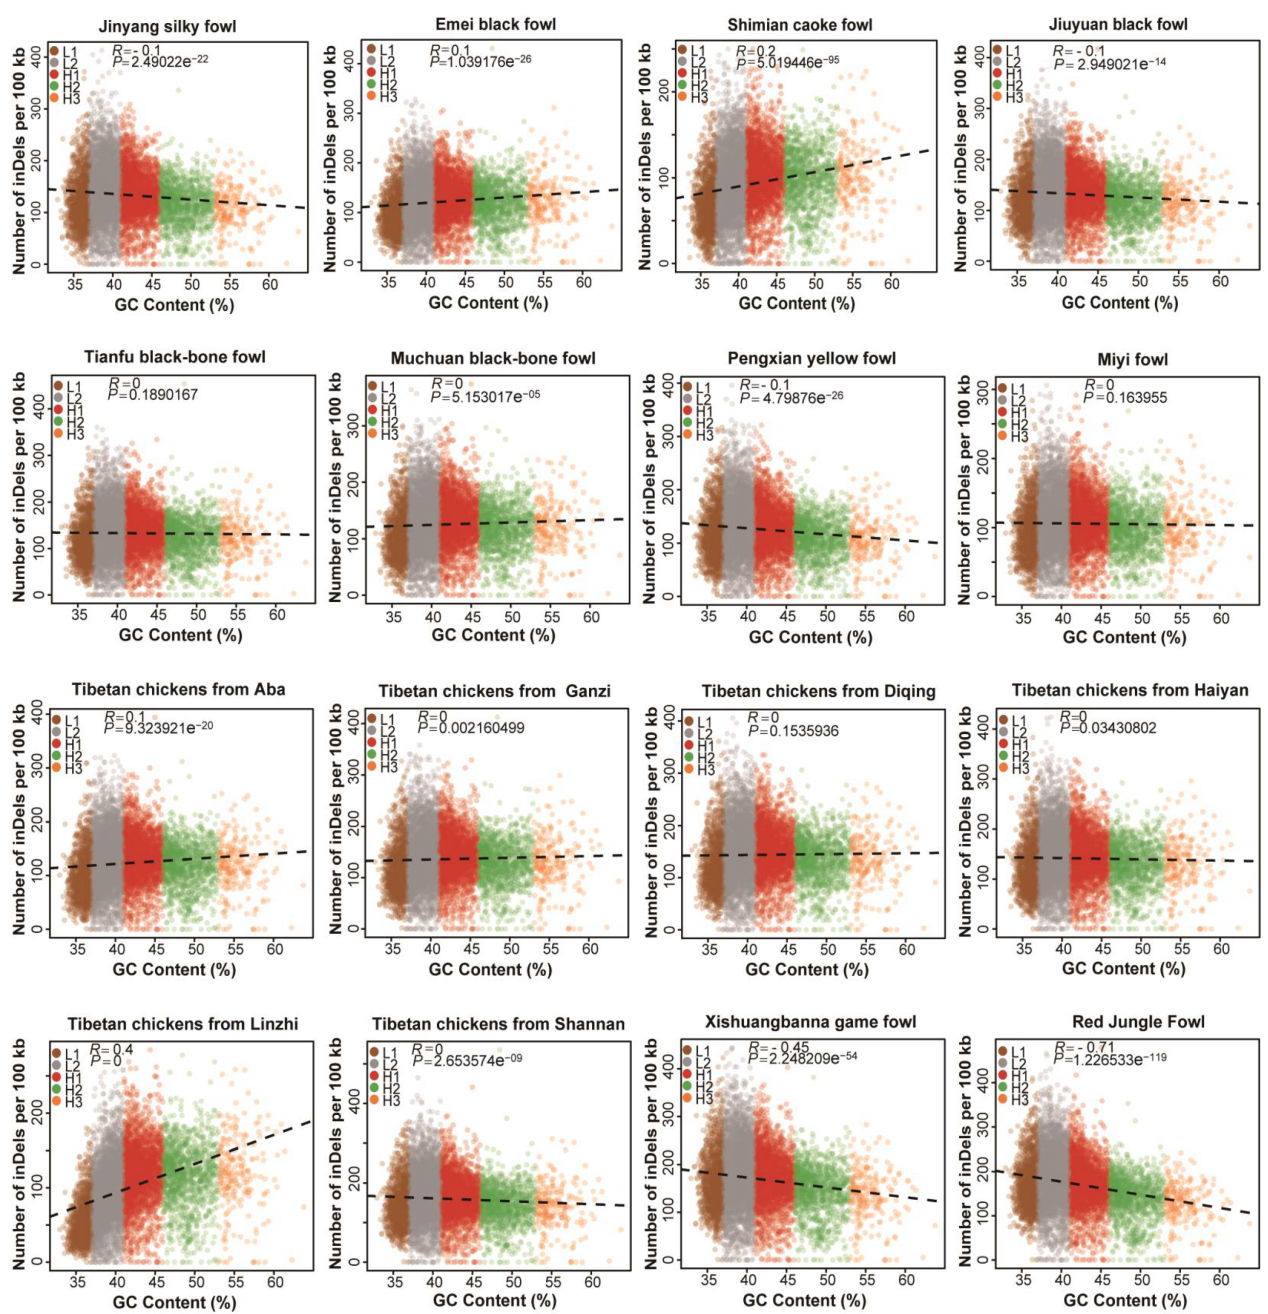
 **Figure S5** Correlation between number of indels (D) in 91 chickens and GC level in the isochores of the chicken genome.

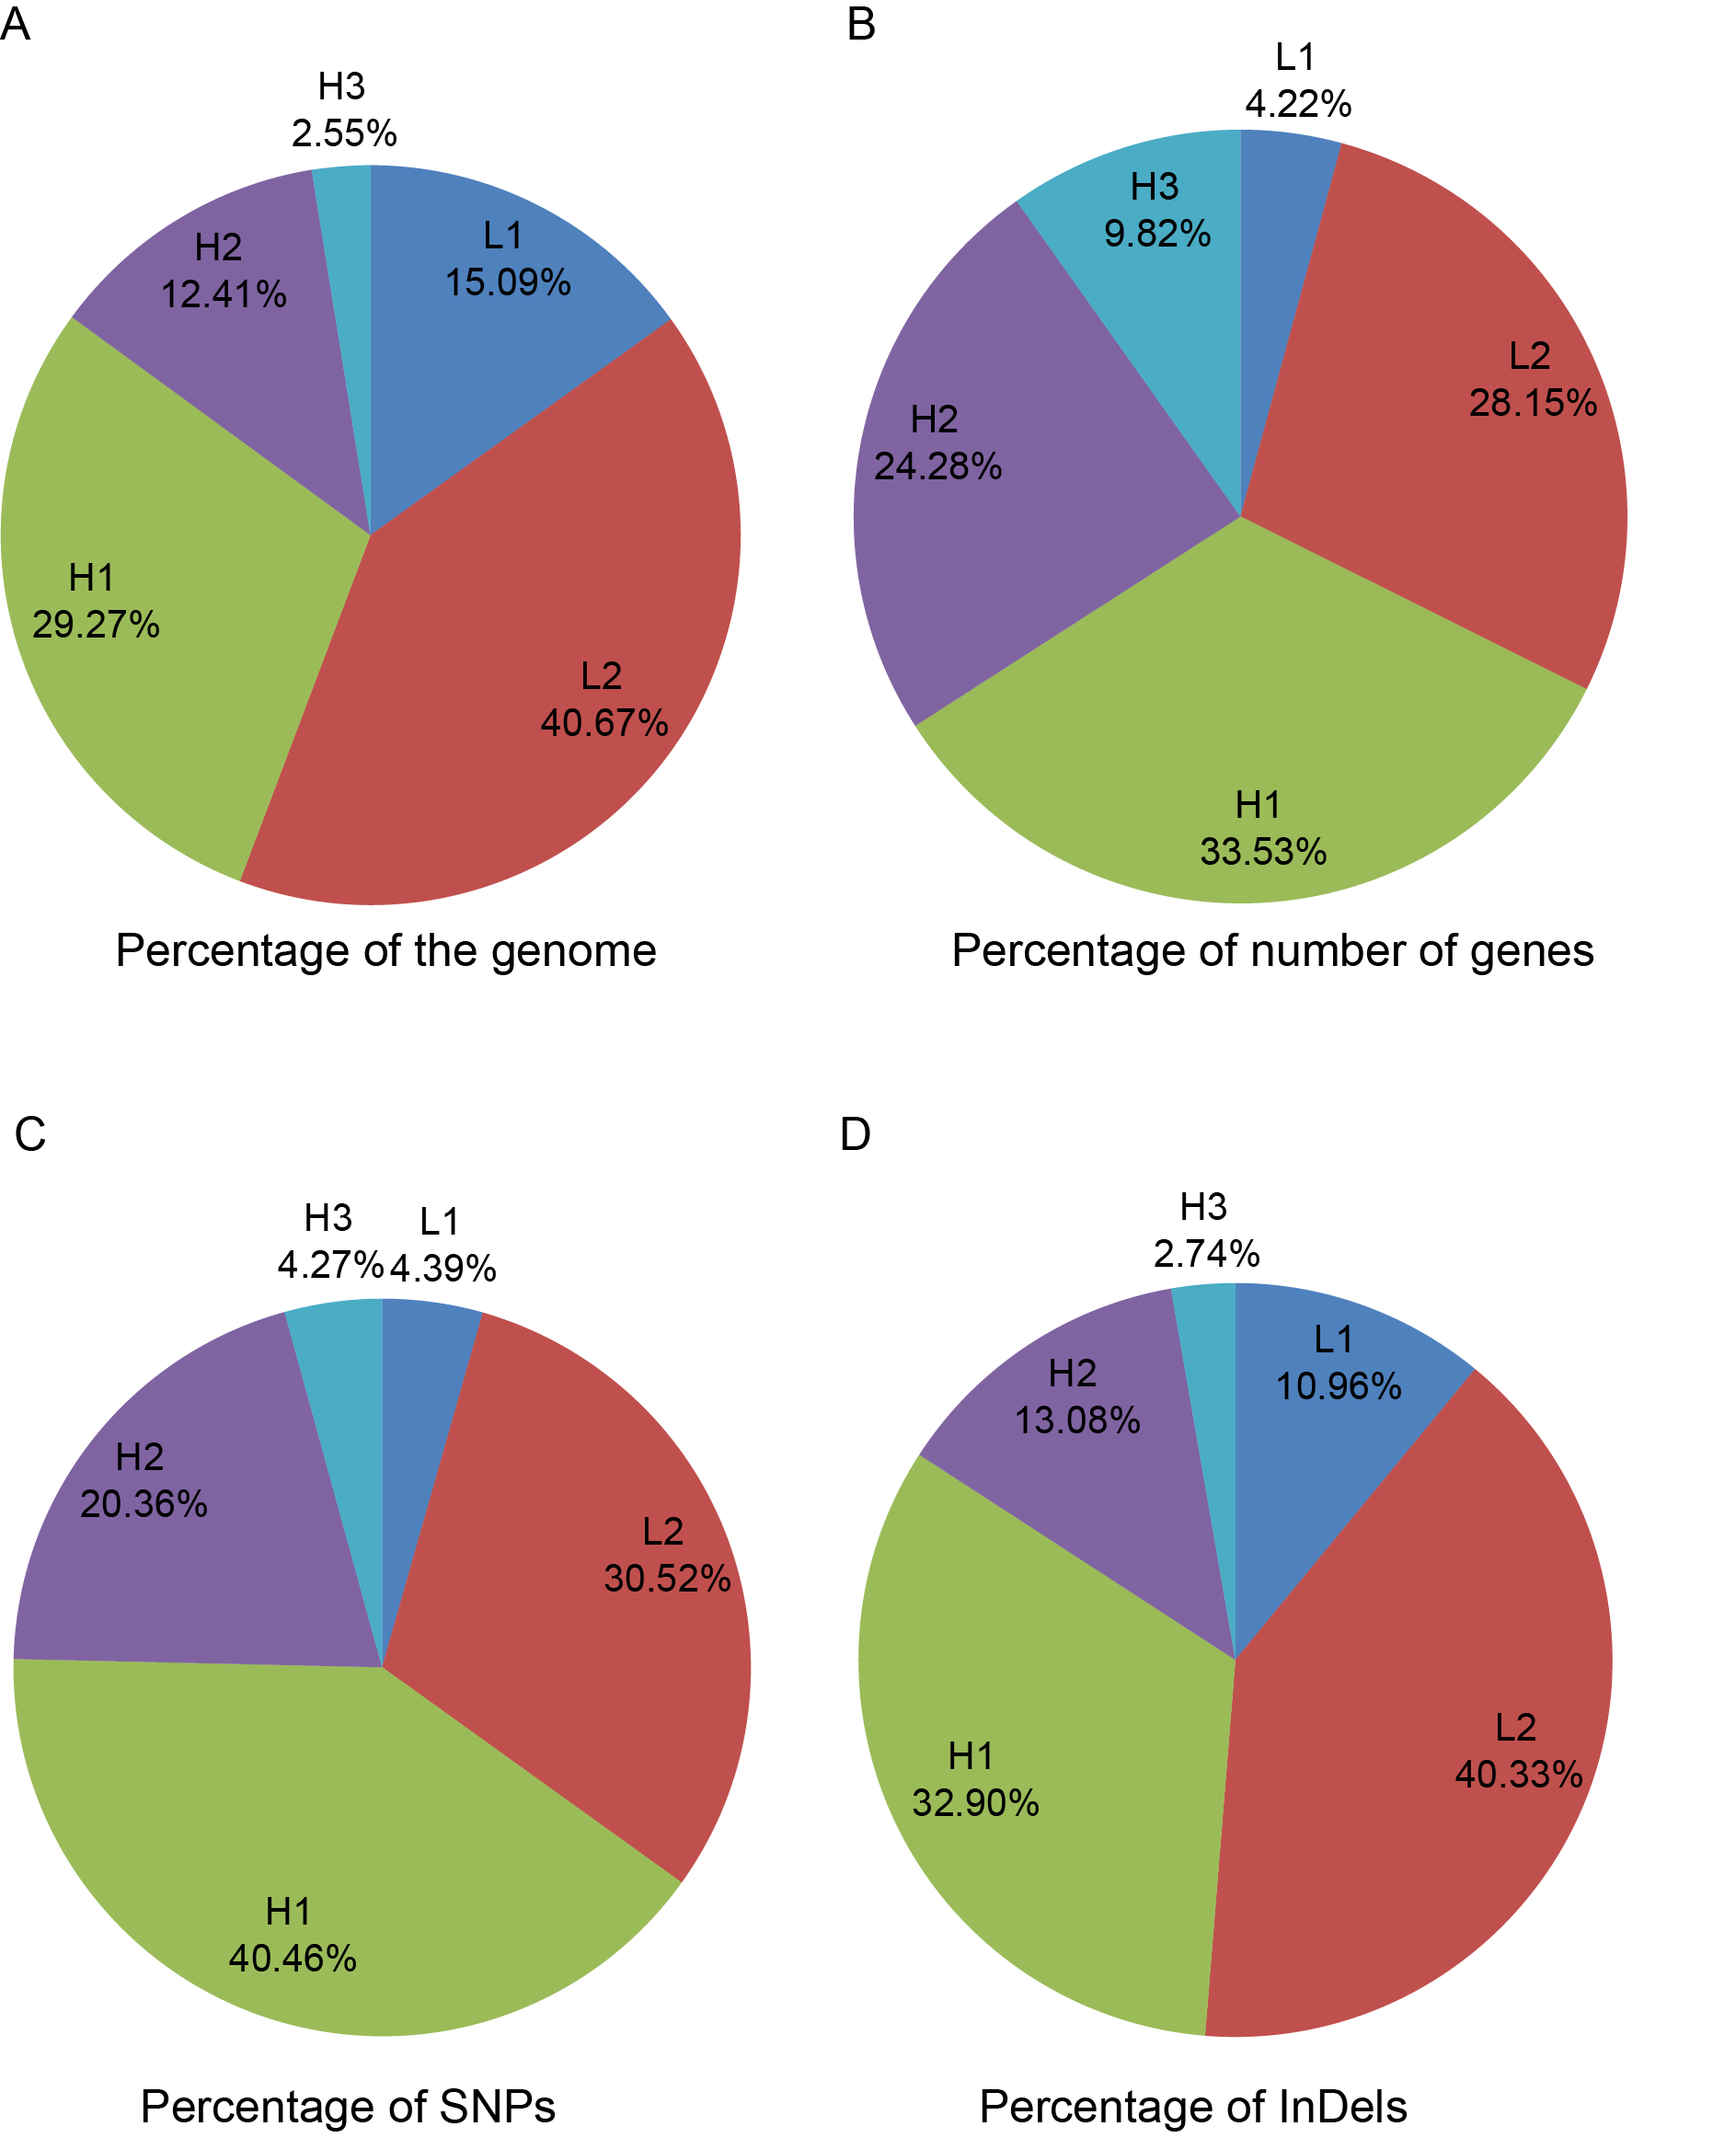

**Figure S6** (A) Isochore families of the chicken genome; (B) percentages of total number of genes, (C) SNPs and (D) indels in each isochore.

**Table S3** Distribution of SNPs and indels across isochores in 91 chicken genomes.

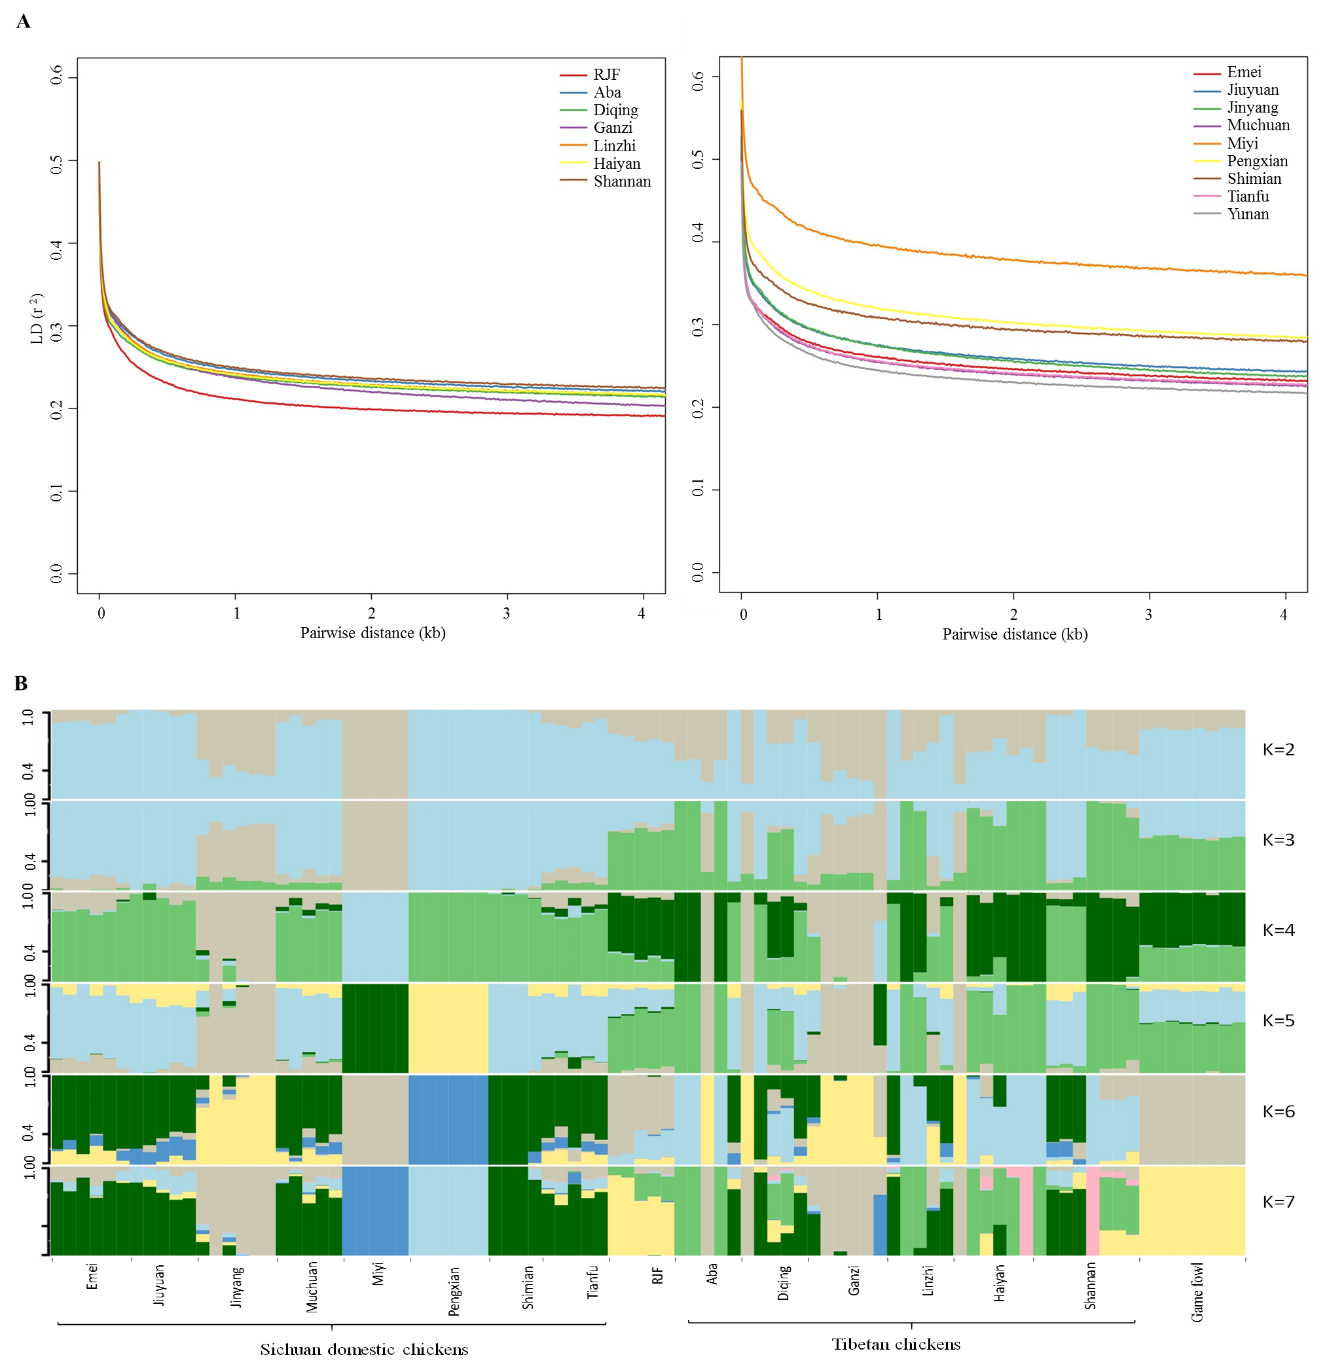

**Figure S7** LD decay and population structures with numbers of ancestral clusters (K) from 2 to 7. (A) Each color represents one ancestral cluster, and each vertical bar represents one chicken. (B) The length of each colored segment represents the corresponding ancestry attribution.

**Table S4** Symmetric four-taxon ABBA/BABA tests for all combinations of the 15 chicken populations (9 domestic chicken breeds and 6 Tibetan chicken populations) and the red jungle fowl. A naïve binomial test for a difference in the rates of ABBA and BABA counts is incorrect because of linkage disequilibrium. Shading is used to highlight P-values greater than 0.001. The analyses below are based on computing the D-statistic (P1, P2, P3, Japanese quail) using P3= red jungle fowls. P3 is the population from which we queried derived alleles in P1 and P2. A positive D means P3 is closer to P2 than to P1 (ABBA excess), and a negative D mean P3 is close to P1 than to P2 (BABA excess).

**Table S5** Tracts of identity by descent (IBD) between each pair of chicken populations.

**Figure S8** Scatter diagrams showing the SNP counts in windows with sizes of 10, 20, 40, 100 and 200 kb.

**Figure S9** A summary of the selective sweep analysis of domestic chicken breeds.

**Figure S10** Plots of the distributions of the log2(θπ ratio) and zFST values for comparisons between the red jungle fowl and domestic chicken breeds.

**Table S6** Functional gene categories enriched for genes under selection in the 9 domestic chicken breeds.

Note: Only GO-BP, GO-MF, KEGG pathway or InterPro domain terms with a P value less than 0.05 are listed. P-values are corrected by the Benjamini-Hochberg FDR.

**Table S7** The general phenotypic differences between RJF, Tibetan chickens and local Sichuan chicken breeds.

| Breed | Red jungle fowl | Tibetan fowl | Miyi fowl | Emei black fowl | Muchuan black-bone fowl | Shimian caoke fowl | Tianfu black-bone fowl | Jinyang silky fowl | Pengxian yellow fowl | Jiuyuan black-bone fowl |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Place of origin | Yunnan | Qinghai-Tibet Plateau | Szechwan Basin | Szechwan Basin | Szechwan Basin | Szechwan Basin | Szechwan Basin | Szechwan Basin | Szechwan Basin | Szechwan Basin |
| Colour (♂) | Golden, red, black blue | Golden,red, black blue | Red, black | Black, reddish black | Black | Black, red | Black | White | Yellow, red, black | Black, reddish black |
| Skin colour (♂) | White | White | White | White | Corvinus | White | Corvinus | White | White | Corvinus |
| Birth weight (♂) (g) | 26 | 30 | — | 40 | — | 41 | 31 | — | 40 | — |
| Sexual maturity (♂) | 120 | 120 | 120 | — | 200 | 208 | — | 120 | 120 | — |
| Age at first egg (♀) (day) | 252.27 | 232.06 | 191.85 | 179.28 | 187.47 | 157.45 | 148.76 | 156.73 | 169.54 | 181.32 |
| Body weight at first egg (♀) (g) | 860.68 | 1120.45 | 1793.67 | 1896.52 | 2194.14 | 2215.77 | 1423.62 | 1195.84 | 1438.86 | 1582.29 |
| Egg number at 300 days of age (♀) | 22.52 | 42.75 | 57.29 | 83.34 | 78.25 | 98.93 | 102.46 | 67.57 | 91.69 | 73.63 |
| Egg weight at 300 days of age (♀) (g) | 29.15 | 34.97 | 54.35 | 53.81 | 54.03 | 55.43 | 55.43 | 52.47 | 54.52 | 55.62 |
| Body weight at 180 days of age (♂) (g) | 1113.4 | 1225.22 | 2178.06 | 2642.3 | 2484.3 | 3278.25 | 2485.67 | 2090 | 2032.35 | 2238.81 |
| Body weight at 180 days of age (♀) (g) | 780.65 | 1085.52 | 1517.65 | 1889.5 | 2031.86 | 2727.95 | 1594.51 | 1340.45 | 1524.28 | 1567.06 |
| Whole net carcass rate (♂) (%) | — | 73.28 | 77.7 | 79.65 | 78.9 | 69.5 | — | — | 79.1 | 79.7 |
| Whole net carcass rate (♀) (%) | — | 72.17 | 70.4 | 70.9 | 69.4 | 65.2 | — | — | 72.12 | 67 |
| Adult weight (♂) (g) | — | 1490 | 2405 | 2622 | 2680 | 3650 | — | 2230 | 3950 | 2615.5 |
| Adult weight (♀) (g) | — | 1150 | 1985 | 1904 | 2290 | 3060 | — | 1450 | 1880 | 1762.5 |
| Body slanting length (♂) (cm) | — | 21.2 | 25.62 | 26.3 | 28.2 | 25.4 | — | 24.9 | 24.4 | 28.8 |
| Body slanting length (♀) (cm) | — | 19.2 | 23 | 22.1 | 18.22 | 22.4 | — | 21.1 | 20.5 | 24.2 |
| Chest breadth (♂) (cm) | — | 7.2 | 9.19 | 8.5 | 9.08 | 9.6 | — | 8.6 | 8.1 | 9.4 |
| Chest breadth (♀) (cm) | — | 7.01 | 7.31 | 6.9 | 7.44 | 8.7 | — | 6.5 | 6.7 | 8 |
| Chest depth (♂) (cm) | — | 6.4 | 11.6 | 12.6 | 9.02 | 11.2 | — | 11.7 | 11.9 | 11.8 |
| Chest depth (♀) (cm) | — | 6 | 10.72 | 10.3 | 8.54 | 8.7 | — | 10.1 | 9.9 | 11 |
| Pelvis width (♂) (cm) | — | 7.6 | 8.46 | 9.6 | 9.08 | 11.3 | — | 8.7 | 9.9 | 9.6 |
| Pelvis width (♀) (cm) | — | 7.3 | 7.88 | 8.3 | 8.18 | 11.1 | — | 7.7 | 8.2 | 8.72 |
| Shank length (♂) (cm) | — | 9.5 | 12.21 | 13.9 | 11.5 | 14.8 | — | 12 | 12.3 | 13.1 |
| Shank length (♀) (cm) | — | 8.5 | 9.9 | 10.1 | 8.99 | 11.3 | — | 9.1 | 9.5 | 10.6 |

Note: Body slanting length, chest breadth, chest depth, pelvis width and shank length traits all refer to adults. All phenotypic data were collected from references or Sichuan local varieties. “—” indicates unavailable data.

**Table S8** The candidate genes associated with black bones and skin.

“-” indicates novel genes in chicken. **(a) The candidate genes associated with black-bone (skin) identified in the three black-bone chicken population genomes compared with RJFs.** Only genes shared in three black-bone chicken populations and did not present in other populations were listed.

| Chro. | Gene symbols | Gene Name | *zF_ST_* in Tianfu | *zFST* in Muchuan | *zFST* in Jiuyuan |
| --- | --- | --- | --- | --- | --- |
| 1 | *AEBP2* | AE binding protein 2 | 2.41 | 3.17 | 2.88 |
| 1 | *CHMP2B* | Chromatin modifying protein 2B | 3.20 | 2.94 | 2.86 |
| 1 | *PLEKHA5* | Pleckstrin homology domain containing, family A member 5 | 3.26 | 3.36 | 3.28 |
| 1 | *PIT-1* | POU domain, class 1, Transcription factor 1 (Pit1, growth hormone factor 1) | 3.20 | 2.94 | 2.86 |
| 1 | *-* | - | 3.48 | 3.19 | 3.22 |
| 2 | *6-Mar* | Membrane-associated ring finger (C3HC4) 6, E3 ubiquitin protein ligase | 2.28 | 3.45 | 2.21 |
| 2 | *LOC428499* | - | 2.28 | 3.23 | 2.21 |
| 2 | *-* | - | 2.18 | 3.18 | 2.35 |
| 5 | *RPS6KA5* | Ribosomal protein S6 kinase, 90kDa, polypeptide 5 | 5.22 | 4.75 | 4.33 |
| 11 | *DBNDD1* | Dysbindin (dystrobrevin binding protein 1) domain containing 1 | 4.16 | 4.46 | 4.58 |
| 11 | *MC1R* | melanocortin 1 receptor (alpha Melanocyte stimulating hormone receptor) | 4.16 | 4.46 | 4.58 |
| 11 | *SPIRE2* | Spire homolog 2 (Drosophila) | 3.35 | 3.13 | 3.09 |
| 11 | *TCF25* | Transcription factor 25 (basic helix-loop-helix) | 4.16 | 4.46 | 4.58 |
| 11 | *TUBB3* | Tubulin beta-4 chain | 4.16 | 4.46 | 4.58 |
| 11 | *DEF8* | differentially expressed in FDCP 8 homolog | 4.16 | 4.46 | 4.58 |
| 11 | *-* | - | 2.70 | 3.13 | 3.09 |
| 12 | *TAMM41* | Chromosome 3 open reading frame 31 | 2.38 | 2.09 | 2.25 |
| 20 | *UQCC* | Ubiquinol-cytochrome c reductase complex chaperone, CBP3 homolog (yeast) | 2.27 | 2.90 | 2.46 |
| 20 | *LOC100859111* | - | 2.27 | 2.90 | 2.46 |
| LGE64 | *LIG1* | Similar to ligase I | 3.60 | 2.31 | 2.06 |
| LGE64 | *ZNF628* | Zinc finger protein 628 | 2.42 | 2.31 | 2.06 |
| LGE64 | *-* | - | 3.60 | 2.31 |  |

**(b) The candidate genes associated with black-bone (skin) identified in the three black-bone chicken population genomes compared with othernon-black-bone Sichuan domestic chickens.** The top 50 genes with highest *zF_ST_* scores were listed.

| Gene  name | *zF_ST_* | Gene name | *zF_ST_* | Gene  name | *zF_ST_* | Gene  name | *zF_ST_* | Gene  name | *zF_ST_* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ELMO2* | 8.26 | *SLMO2* | 6.27 | *CTSZ* | 5.33 | *ERCC8* | 5.02 | *INOS* | 4.20 |
| *SNRB'* | 8.26 | *SEMA3A* | 6.05 | *TH1L* | 5.33 | *ANKRD31* | 5.01 | *cad19* | 4.19 |
| *DDX27* | 8.26 | *SPIRE2* | 6.03 | *gga-mir-6597* | 5.33 | *gga-mir-6651* | 4.83 | *UHRF2* | 4.17 |
| *ZCCHC24* | 8.11 | *TUBB3* | 6.03 | *GNAS* | 5.33 | *RIT2* | 4.75 | *PPWD1* | 4.02 |
| *TBC1D5* | 7.17 | *DEF8* | 6.03 | *Edn3* | 5.23 | *WDR72* | 4.72 | *CZH5ORF44* | 4.02 |
| *TPGS2* | 6.42 | *DBNDD1* | 6.03 | *ARID1B* | 5.20 | *SLC35F3* | 4.67 | *TRIM23* | 4.02 |
| *KIAA1328* | 6.42 | *MC1R* | 6.03 | *CACNA2D1* | 5.17 | *ADK* | 4.54 | *ATXN2* | 3.98 |
| *CZH5ORF43* | 6.40 | *TCF25* | 6.03 | *DOCK4* | 5.06 | *gga-mir-6633* | 4.50 | *DTWD2* | 3.93 |
| *NDUFAF2* | 6.40 | *TUBB1* | 5.95 | *MYCT1* | 5.02 | *FANCA* | 4.33 | *JAKMIP2* | 3.92 |
| *NDUFS4* | 6.29 | *PTPN5* | 5.34 | *VIP* | 5.02 | *DNTT* | 4.28 | *NNT* | 3.88 |

**Figure S11** (A) Plots of the distributions of the log2(θπ ratio) and zFST values for comparisons between lowland and Tibetan chickens. (B) Selective sweep analysis of Tibetan chickens.

**Table S9** Functional gene categories enriched for genes under selection in the Tibetan chicken.

| Term | Term description | *P* value |
| --- | --- | --- |
| GO:0050877 | neurological system process | 9.14E-05 |
| GO:0006928 | cell motion | 2.68E-04 |
| GO:0051674 | localization of cell | 6.25E-04 |
| GO:0048870 | cell motility | 6.25E-04 |
| GO:0007169 | Transmembrane receptor protein tyrosine kinase signaling pathway | 0.00307 |
| GO:0007267 | cell-cell signaling | 0.0038666 |
| GO:0007268 | synaptic transmission | 0.003949 |
| GO:0016477 | cell migration | 0.0043132 |
| GO:0019226 | transmission of nerve impulse | 0.0073911 |
| GO:0050804 | regulation of synaptic transmission | 0.0085413 |
| GO:0042325 | regulation of phosphorylation | 0.0086924 |
| GO:0051969 | regulation of transmission of nerve impulse | 0.0093558 |
| GO:0031644 | regulation of neurological system process | 0.0093558 |
| GO:0051174 | regulation of phosphorus metabolic process | 0.0099851 |
| GO:0019220 | regulation of phosphate metabolic process | 0.0099851 |
| GO:0007166 | cell surface receptor linked signal transduction | 0.0112091 |
| GO:0007167 | enzyme linked receptor protein signaling pathway | 0.0119969 |
| GO:0044057 | regulation of system process | 0.0126515 |
| GO:0007611 | learning or memory | 0.0149262 |
| GO:0035258 | steroid hormone receptor binding | 0.018944 |
| GO:0005355 | glucose transmembrane transporter activity | 0.0251805 |
| GO:0050890 | cognition | 0.0361998 |
| GO:0015145 | monosaccharide transmembrane transporter activity | 0.0436586 |
| GO:0005154 | epidermal growth factor receptor binding | 0.0436586 |
| GO:0015149 | hexose transmembrane transporter activity | 0.0436586 |

Note: Only GO-BP, GO-MF, KEGG-pathway or InterPro domain terms with P values less than 0.05 are listed. P-values are corrected by the Benjamini-Hochberg FDR.

**A**

| Chr | SNP position | TC | LC | Mutation type | Annotation | Gene name |
| --- | --- | --- | --- | --- | --- | --- |
| chr1 | 119832182 | 0.90 | 0.17 | synonymous | ENSGALT00000026640:exon23:c.T2637T:p.D879D | *GPR64* |
| chr1 | 119856480 | 0.90 | 0.17 | synonymous | ENSGALT00000026654:exon18:c.A1873A:p.I625I | *PHKA2* |
| chr1 | 119862981 | 0.15 | 0.85 | synonymous | ENSGALT00000026654:exon25:c.G2706G:p.S902S | *PHKA2* |
| chr4 | 1578212 | 0.95 | 0.20 | synonymous | ENSGALT00000006334:exon3:c.T2746T:p.W916W | *BCORL1* |
| chr4 | 1610685 | 0.20 | 0.80 | nonsynonymous | ENSGALT00000006314:exon9:c.T1093C:p.S365P | *ZDHHC9* |
| chr8 | 13071241 | 0.90 | 0.19 | nonsynonymous | ENSGALT00000009552:exon19:c.C2293A:p.Q765K | *EVI5* |
| chr10 | 19270887 | 0.19 | 0.85 | synonymous | ENSGALT00000013352:exon8:c.A996G:p.P332P | *CTDSPL2* |
| chr19 | 6666772 | 0.90 | 0.20 | synonymous | ENSGALT00000007405:exon5:c.T819T:p.F273F | *TRPV1* |
| chr6 | 17088763 | 0.88 | 0.13 | synonymous | ENSGALT00000009261:exon12:c.C1836C:p.D612D | *PKD2L1* |
| chr6 | 17090528 | 0.20 | 0.90 | nonsynonymous | ENSGALT00000009261:exon15:c.G2263A:p.E755K | *PKD2L1* |

**B**

**Figure S12** (A) SNPs in coding sequences with extreme differences in allele frequencies between Tibetan chickens and other domestic chickens. The annotation information is presented in the following format (separated by colons) Ensembl Transcript ID: Exon number: Reference allele + SNP position in the transcript + variant allele: Reference amino acid + codon position in the transcript + predicted amino acid change. Differences in allele frequency between two groups were analyzed using Pearson’s chi-squared test. The P values from Pearson’s chi-squared test were <0.001 for all alleles. (B) Mutations in the coding region of EVI5. The sequence is aligned with the orthologous protein sequences from 4 vertebrates, and the mutant residues are indicated by shading. The gene coordinate is based on Ensembl ID ENSGALG00000005935. The NJ tree derived from the multiple alignment (right panel) is shown in the left panel. ‘‘.’’ indicates the same amino acid, and ‘‘-’’ indicates an amino acid deletion.

**Table S10** Number of bins with SNP ≥20 in each window.

| **Bin size** | **Number of bins** | **Number of bins with SNP (≥20)** | **Ratio of bins with SNP (≥20)** |
| --- | --- | --- | --- |
| 1Mb | 1,962 | 1,536 | 0.783 |
| 500kb | 2,964 | 2,537 | 0.856 |
| 200kb | 5,974 | 5,539 | 0.927 |
| 100kb | 10,978 | 10,531 | 0.959 |
| 40kb | 25,946 | 25,356 | 0.977 |
| 20kb | 50,846 | 48,514 | 0.954 |
| 10kb | 100,233 | 86,994 | 0.868 |

How the deposited data were processed for this re-analysis (not part of the article)

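RNA-seq libraries from brain, heart, liver and lung of Tibetan and lowland chickens were used, 48 in all, with 3 libraries in each of 4 groups per tissue: Tibetan chickens at 3300 m (TC), lowland chickens at 3300 m (HLC), Tibetan chickens at 670 m (LTC) and lowland chickens at 670 m (LC). The sample labels give a code, a tissue, an altitude and a replicate number. LTC and HLC are not spelled out in any source used here and were read from the prefix and the altitude. All columns of the deposited table were used. The paper reports no RNA-seq, so no setting and no expression value could be taken from it.

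The submitters' notes say that total RNA was extracted with TRIzol, that libraries were made with an Illumina TruSeq kit, and that TopHat and Cufflinks 2.2.1 were used on the galGal4 assembly. The annotation release, the read filters and the options of Cufflinks are not given. The deposited values are FPKM per gene and library for 17108 Ensembl genes. The sums of the 48 columns lie between 452395 and 896066, so the columns were not rescaled to a common total. FPKM holds no read counts. The depth of the libraries is therefore unknown, no counting error can be given for a gene, and no count model was used.

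Gene symbols came from the part of Additional file 2 that could be read (4 sheets with 2805 lines for 1351 genes, 167 of them without a symbol) and from the legend of Figure S12. They cover 1185 genes of the table (6.93%), a set drawn mostly from selected regions of a few lowland breeds. The reference at hand pairs no Ensembl IDs with symbols. No enrichment or overlap with the selected regions was tested, since only part of that file was available.

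In each tissue, genes with at least 1 FPKM in at least 3 of the 12 libraries were kept, and limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) with 1 mean per group, moderated with a trend. The altitude contrast is the mean of TC and HLC minus the mean of LTC and LC. The contrast of chicken type is the mean of TC and LTC minus the mean of HLC and LC. The interaction is the altitude difference in Tibetan chickens minus that in lowland chickens. Tests are 2-sided, p-values were adjusted with the Benjamini-Hochberg method over the genes tested in that tissue, and the threshold is an adjusted p under 0.05. Group values in the text are means and SDs of FPKM.

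Of 39 gene lists, only calcium signalling (9 of 46 genes named) and extracellular matrix (7 of 33 named) had the 5 tested members that a test needed. Both are under 80% named, so they stand for the named members only. In addition, 12 families were formed from the named genes after the table was opened and before any test. Lists and families were tested for altitude and chicken type with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, each adjusted over all lists, or all families, of the 4 tissues and both contrasts.

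The genes named in the text follow a rule. For altitude and chicken type in each tissue these are the 8 largest higher and 8 largest lower genes past the threshold that have a symbol and the same sign in both simple differences. For the interaction they are the 3 largest in each direction, for each list up to 4 members with the smallest p, and every gene that the paper names in its text or in Figure S12A. Of the genes of this rule, 2 are not reported here. Where other genes are named, the text says that they were picked after their values were seen.

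The fit was tested on simulated data with the means and spreads of each tissue, in which 200 genes changed by a log2 size of 1 (2 for the interaction). For altitude it recovered 84.5% of the changed genes in brain, 65% in heart, 89% in liver and 87% in lung, and 3.4%, 4.4%, 2.7% and 7.4% of the genes called were false. For chicken type it recovered 85.5%, 73.5%, 92% and 83.5%, with 4.5%, 8.1%, 4.2% and 5.1% false. For the interaction it recovered 84.5%, 68.5%, 88% and 89%, with 5.1%, 7.4%, 3.8% and 3.3% false. The simulated noise was drawn independently for each gene, with no shift shared by a whole library. These rates therefore do not cover genes that vary together or libraries that differ in scaling.

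The alternatives tried were a pseudocount of 0.1, no filter, a stricter filter (mean FPKM of at least 5), quantile normalization, scaling to the same upper quartile, moderation without a trend, all 48 libraries in 1 fit with 16 group means, the replicate number as a block, and leaving out each library in turn. Leaving out genes listed at 0 in all 3 libraries of a group was added, as was leaving out each library for the list tests. Each count of genes past the threshold was compared with the counts from 99 other random splits of the same 12 libraries.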

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

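The tests of the number of liver genes under another scaling, of the share of the most abundant liver genes, of the heart median without each library and of failed estimates behind the values of 0 were chosen after the result was seen. The paper reports no expression data, so the counts for altitude and chicken type stand here as signals in data that it did not analyse, and the interaction counts because the altitude difference itself differed between the chicken types in a test. Groups of 3 libraries were not tested for outliers. For each count, 100 splits of the 12 libraries were compared, the real one included. Where another split called several times the real count, the reason was not tested. The counts do not show which libraries that split set apart, and it may lie close to the groups of another contrast, such as altitude. Outside brain, a structure of the libraries other than the groups therefore cannot be inferred from them. Only in brain did the highest other splits (1001, 2306 and 2377 genes) exceed every real count of that tissue (263, 1 and 4). There the counts argue against closeness to another contrast as the whole reason. What those brain splits set apart was not tested.

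In liver, 5105 genes were past the threshold for altitude, 1091 for chicken type and 1390 for the interaction. As many genes were called in 1, 2 and 1 of 100 splits. For altitude no other split reached the count, which argues against chance. For the interaction none did either, but the other splits also break up the large altitude difference. That difference then adds to the spread within their groups, so these splits cannot decide about chance for the interaction. Another split gave more genes for chicken type, so the splits do not exclude chance there. The highest other split gave 910, 3551 and 1093 genes.

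Most liver genes past the threshold for altitude were lower at 3300 m (4136, against 969 higher). Lower genes numbered 2972 with upper quartile scaling and 1750 with quantile normalization, which balances the directions by its construction, so a difference in scaling between the libraries stays open for the direction. With quantile normalization, the smaller case, 3530 genes were past the threshold. Of these, 2584 were also past it in the values as deposited, and the others were new calls. The tables therefore argue against scaling as the whole reason for the number of genes. They also argue against a larger share of the 10 most abundant genes at 3300 m. These genes held 36.2 ± 4.6% of the FPKM total there and 43.2 ± 4.4% at 670 m (SD, n = 6 each, -7 percentage points, exact permutation p = 0.024). The 100 most abundant genes held 68.81% in TC and 69.22% in HLC, against 72.59% in LTC and 68.9% in LC. Shifts among other abundant genes were not tested. A lower RNA output of the liver at 3300 m, or another mix of cells, remains untested. The depth of the libraries, and the place, feed and day of keeping, are confounded with altitude or unknown.

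In heart, 2 genes were past the threshold for altitude, 1 for chicken type and 289 for the interaction. For the interaction no other split reached the count (1 of 100, highest other 52), which argues against chance. Chance cannot be excluded for chicken type (10 of 100 splits, highest other 207). For altitude 2 of 100 splits gave as many, under 5 of 100, but another split also gave 2 genes. The altitude count itself is frail: it was 0 with genes at 0 in a whole group left out, 1 without HLC replicate 1 or 2, LC replicate 1 or 3, any LTC replicate or TC replicate 1, and 5 without LC replicate 2 or TC replicate 2.

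The heart interaction, 270 of 289 genes negative, goes with the median log2 FPKM of the libraries, which was 2.72 in TC and 2.73 in LC but 2.96 in HLC and 3.01 in LTC. A difference in scaling is a candidate explanation, since upper quartile scaling left 19 genes. A single library is argued against as the reason for the opposite directions, since the median interaction of all genes, -0.471, stayed between -0.363 and -0.544 without each of the 12. The number of calls does depend on single libraries: without TC replicate 3 the count was 1, without HLC replicate 2 it was 3, without LTC replicate 2 or 3 it was 4, without HLC replicate 1 it was 5, without LTC replicate 1 it was 10, without LC replicate 2 it was 18, and without LC replicate 3 it was 495. Scaling stays open, and a difference between the chicken types in how the heart responds to altitude was not separated from it.

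In lung, 1986 genes were past the threshold for altitude, 5 for chicken type and 59 for the interaction. As many genes were called in 1, 4 and 4 of 100 splits. For altitude no other split reached the count, which argues against chance. Other splits gave more genes for chicken type and the interaction, so the splits do not exclude chance there. The highest other split gave 255, 87 and 1450 genes.

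In brain, 263 genes were past the threshold for altitude, 1 for chicken type and 4 for the interaction. As many genes were called in 2 of 100 splits for altitude (highest other 1001), 3 for the interaction (highest other 2377) and 5 for chicken type (highest other 2306). Other splits gave more genes in each case, so the splits do not exclude chance for any of the 3.

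Among 6177 cases of a gene with at least 50 FPKM in at least 1 library of a tissue, 129 had a group with all 3 libraries listed at 0. Of the groups with any 0, 54.6% (327 of 599) had all 3 libraries at 0, so estimates that failed for a group as a whole may be the reason. In 67.1% of the cases where the gene was abundant in another tissue (161 of 240) the same group had it above 0 there. For these cases this argues against the absence of the gene from the birds of that group, if the tissues came from the same birds. The labels do not say that they did, and for the other cases absence stays open. No biological explanation was tested.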

How the results depend on the processing

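Leaving out genes listed at 0 in all 3 libraries of a group, and leaving out each library for the list tests, were chosen after seeing the data. All other alternatives were set before the data were examined, but the robustness of list members, of the paper's genes in the interaction and of the comparisons between 2 groups was added after results were seen. Genes of the paper, list members and families that were not past the threshold are given only in number: of 577 such gene results 136 changed sign and 105 came past the threshold in some setting, as did 35 and 14 of 81 family tests in camera. Beyond what the settings themselves change, the cause of each change below was not tested.

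Among single genes past the threshold, the calls kept and lost were 200 and 9 with a pseudocount of 0.1, 207 and 2 without a trend, 174 and 35 without a filter, 127 and 3 with the stricter filter, 185 and 24 with upper quartile scaling, 154 and 54 with quantile normalization, 180 and 29 in the fit of all 48 libraries, and 206 and 0 with all-zero groups left out. All kept their direction in these settings but ZBTB43 in liver (0.02 with quantile normalization). With 1 library left out, 1953 calls were kept and 555 lost, and no direction changed. All 12 leave-one-out fits kept the call of 63 of 71 liver, 32 of 55 lung and 2 of 13 brain genes for altitude, of 13 of 34 liver genes for chicken type, and of 7 of 14 liver, 4 of 9 lung, 1 of 9 heart and 0 of 4 brain genes for the interaction.

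Counts for altitude changed by over 1.5 times as follows. In brain they were 525 in the fit of all 48 libraries and 116 with the stricter filter, which tests fewer genes, and 33 to 593 with 1 library left out. In heart they were 73 in the fit of all 48 libraries, 4 with quantile normalization, 1 with upper quartile scaling, 0 with all-zero groups left out (563 at an unadjusted p under 0.05 in limma) and 1 to 5 with 1 library left out. In liver the stricter filter gave 2674, and in lung leaving out 1 library gave 1168 to 2157.

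Counts for chicken type were, in brain, 21 in the fit of all 48 libraries, 0 without a filter (759 at an unadjusted p under 0.05 in limma), with quantile normalization (597) and with the stricter filter (296), and 0 to 1 with 1 library left out. In heart they were 1095 in the fit of all 48 libraries, 0 with all-zero groups left out (1476 at an unadjusted p under 0.05), 2 without a filter and 1 to 2 with 1 library left out. In liver they were 548 with quantile normalization and 350 to 1601 with 1 library left out. In lung they were 274 in the fit of all 48 libraries, 9 without a trend, 2 without a filter, 3 with a pseudocount of 0.1, 8 with quantile normalization, 10 with upper quartile scaling and 2 to 15 with 1 library left out.

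Interaction counts were, in brain, 44 in the fit of all 48 libraries, 2 without a trend, 1 without a filter or with a pseudocount of 0.1, 0 with the stricter filter (464 at an unadjusted p under 0.05 in limma) and 0 to 6 with 1 library left out. In heart they were 3025 in the fit of all 48 libraries, 36 without a filter, 24 with quantile normalization, 19 with upper quartile scaling and 1 to 495 with 1 library left out. In liver they were 690 with quantile normalization, 796 with the stricter filter and 458 to 2005 with 1 library left out. In lung they were 219 in the fit of all 48 libraries, 34 without a filter and 10 to 84 with 1 library left out. The fit of all 48 libraries takes 1 spread per gene from all tissues.

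Between 2 groups, the heart count of TC against HLC was 2831 in the fit of all 48 libraries, 294 without a filter, 166 with quantile normalization and 126 with upper quartile scaling, and that of LTC against LC 909 in the fit of all 48. In liver the former was 1846 with the stricter filter and 1937 with quantile normalization, and the latter 138 in the fit of all 48, 1 with a pseudocount of 0.1 and 2 without a filter. TC against LTC gave 2613 liver genes with the stricter filter and 3217 with quantile normalization. HLC against LC gave 1025 liver genes with the stricter filter, in brain 379 in the fit of all 48 and 4 to 11 in 3 other settings, and in heart 786 in the fit of all 48 and 7 to 17 in 5 other settings.

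With the replicate number as a block, the altitude count was 76 in brain and 1 in heart, the count for chicken type 0 in brain (444 at an unadjusted p under 0.05 in limma), and the interaction count 1 in brain, 20 in heart and 9 in lung. The other counts for altitude, chicken type and the interaction stayed within 1.5 times, and 170 single genes kept their call and 39 lost it. Between 2 groups the block took TC against HLC from 680 to 63 in heart and from 61 to 8 in lung, LTC against LC from 8 to 1 in lung, and in brain TC against LTC from 44 to 7 and HLC against LC from 17 to 6. The libraries share only a number: of 18 pairs with the same number in each tissue, only 4 in brain and 3 in heart, liver and lung correlated over 0.1. In brain the 3 such pairs of LTC and TC did (0.373 to 0.452, and -0.309 to -0.084 for their other pairs), the only 1 of 24 pairs of groups with all 3 over 0.1 (the brain altitude count was 263 without the block). In all, 3, 1, 5 and 2 of 12 libraries correlated best with their own number.

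The calcium signalling list changed direction, without coming past the threshold, for altitude in brain with the stricter filter (adjusted p = 0.83) and in lung without a filter (0.95), and for chicken type in brain with the stricter filter (0.83). With 1 library left out its adjusted p was 0.39 to 0.93 for altitude in brain, 0.20 to 0.89 in heart and 0.56 to 0.97 in lung, with changes of direction, and for chicken type 0.082 to 0.94 in brain, again with changes of direction, and 0.041 to 0.25 in lung. The extracellular matrix list came past the threshold for chicken type in lung with the stricter filter (0.025), and with 1 library left out its adjusted p for chicken type was 0.011 to 0.34 in lung, 0.023 to 0.25 in heart and 0.0069 to 0.084 in liver. Its lung altitude call held in these settings, at 0.00075 to 0.015 with 1 library left out, and so did that of calcium signalling for chicken type in heart (0.0031 to 0.047), but both were lost with an estimated correlation (0.51 each). Where the stricter filter left under 5 members, lists have no value. Moderation without a trend has none for lists either, since camera was run without a trend.

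The alternatives for the sex chromosomes were not run, since a chromosome was known for too few genes. The depth of the libraries is unknown, so what it limits cannot be given, and genes near 0 FPKM were tested only without a filter.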

Other observations

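The 12 families were formed after the table was opened and before any test, and the genes named for the families were picked after their values were seen. Leaving out single libraries for the list tests was chosen after the result was seen.

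Altitude differences in the 2 chicken types (TC - LTC against HLC - LC) correlated across genes with r = 0.44 in liver, 0.36 in lung, 0.26 in brain and -0.19 in heart (genes are not independent, so no p is given). Over all genes tested, 69.3% had the same sign in both types in liver, 64.1% in lung, 55.3% in brain and 28.2% in heart. With upper quartile scaling these shares were 65.9%, 65.4%, 54.7% and 40.2%, so the size of the heart share depends on the scaling. That share stayed the lowest of the 4 tissues, and the heart correlation was -0.2 with this scaling. Of 1649 liver genes past the threshold in lowland chickens, 1376 (83.4%) had the same sign in Tibetan chickens, of 451 lung genes 395 (87.6%), of 17 brain genes 13 and of 4 heart genes 1. In liver 5037 genes were past the threshold in Tibetan chickens and 1069 in both types, and in lung 1406 and 179. The counts in lowland chickens fell in liver to 612, 756, 859 and 1043 without LC replicate 2, HLC replicate 1, HLC replicate 2 and LC replicate 3, and in lung to 155, 184, 207 and 264 without LC replicate 1, HLC replicate 2, LC replicate 3 and HLC replicate 1. That of Tibetan lung fell to 367, 464, 505 and 841 without LTC replicate 2, TC replicate 2, LTC replicate 3 and TC replicate 1. In lowland brain the count was 194 without HLC replicate 3 and fell to between 3 (without LC replicate 2) and 11 without any other library but LTC replicates 2 and 3, and in lowland heart it was 7 without LC replicate 2 or TC replicate 1, 8 without LC replicate 3 and 21 without TC replicate 2.

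Liver and lung shared genes that differ between the altitudes. Of 9548 genes tested in both, 693 were lower at 3300 m in both (449.5 if the 2 tissues were independent) and 113 higher in both (54 if independent), while 27 were higher in liver and lower in lung (103 if independent) and 119 the reverse (235.7 if independent). The shared place and day of keeping can make tissues alike, and the labels do not say whether they came from the same birds. No test of the overlap was made. The cell migration gene DOCK2 was lower in both (-0.79 in liver, adjusted p = 0.00046, and -0.62 in lung, adjusted p = 0.0056, from limma).

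Immune genes were lower at 3300 m in lung for 13 of 44 tested members and higher for 3 (16 lower and 4 higher when adjusted over the family alone). Among the lower ones were the lymphocyte adaptor SASH3 (log2 fold change -0.96, adjusted p = 0.00056 from limma), the perforin gene PRF1 (-0.96, adjusted p = 0.0011), the receptor GPR183 (-0.70, adjusted p = 0.0029) and TNFRSF9 (-0.52, adjusted p = 0.0043), each past the threshold in all 12 leave-one-out fits and under both scalings. The family was not past the threshold in camera (adjusted p = 0.054) and was in fry (0.013). In liver 21 of 37 were lower and 1 higher (median -0.49, and -0.15 with quantile normalization, camera, adjusted p = 0.099), with IL20RA (-1.31, adjusted p = 6.6e-06) and IFNAR2 (-0.85, adjusted p = 0.00026). In brain none of 30 was past the threshold in limma, and the family stood lower than other genes only in camera with a preset correlation (median -0.22, adjusted p = 5.5e-06, but 0.96 with an estimated correlation, and fry 0.15). That call held under both scalings and not with the stricter filter (0.064).

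Matrix proteins, a family that holds members of the extracellular matrix list, were lower at 3300 m in lung for 11 of 22 members and higher for none (median -0.68, camera, adjusted p = 8.2e-05, but 0.96 with an estimated correlation, fry 0.011), and camera's call held under both scalings. Among them was the laminin LAMC1 (-0.78, adjusted p = 0.0067). In heart none of 21 was past the threshold, and a camera adjusted p of 0.049 was lost with upper quartile scaling (0.056), with quantile normalization (0.053), with an estimated correlation (0.96) and without 8 single libraries (up to 0.49, without HLC replicate 3). For chicken type, camera gave 0.025 in liver (2 of 15 higher), lost with either scaling (0.061 and 0.053), with an estimated correlation (0.96) and without TC replicate 1 or 2 (up to 0.054), and 0.049 in lung (0 of 22), lost with either scaling (0.10 and 0.082), with an estimated correlation (0.96) and without 7 single libraries (up to 0.25, without LC replicate 2).

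None of the camera calls in this paragraph held with an estimated correlation (adjusted p = 0.96 for each). DNA replication and division stood lower at 3300 m in camera in lung (4 of 28 members lower, adjusted p = 0.025, and 0.14 with quantile normalization) and in brain (0 of 20, 0.045, and 0.061 with upper quartile scaling and 0.074 with quantile normalization), where the call was also lost without 6 libraries (up to 0.087, without TC replicate 2). For chicken type in heart, cell adhesion (0 of 26, 8.2e-05), ion channels (0 of 10, 0.0012), protein degradation (0 of 39, 0.0081) and GTPase regulation (0 of 33, 0.032, lost without LC replicate 3 or LTC replicate 3, up to 0.055, and with either scaling) stood higher in Tibetan chickens in camera with a preset correlation, but no member was past the threshold and fry gave adjusted p-values of 0.12, 0.22, 0.27 and 0.39. In liver, RNA processing and ribosome assembly (8 of 40 lower, 0.0098, and 0.053 with quantile normalization) and protein degradation (7 of 35 lower, 0.049, lost with either scaling and without 5 libraries, up to 0.11 without LC replicate 2) were lower in Tibetan chickens. In lung, cilium proteins (0 of 21, 0.025, lost without HLC replicate 2, LC replicate 1 or LTC replicate 1, up to 0.072) and ion channels (0 of 11, 0.025, lost without HLC replicate 2 or LC replicate 1, up to 0.08) stood higher in camera with no member past the threshold (fry 0.18 and 0.032), and both were lost with quantile normalization. The other 81 family tests, with all those of mitochondrial proteins, protein folding and secretion and solute carriers among them, were not past the threshold in camera with a preset correlation. In fry, which tests against no change, 13 of the 81 were past it with lower values: 10 for altitude in liver, where the median of all genes was itself -0.249 (among them solute carriers, 0.00081, cell adhesion, 0.00081, and mitochondrial proteins, 0.017), protein folding and secretion for chicken type in liver (0.047), and immune genes (0.013) and ion channels (0.032) for altitude in lung.

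Of the fixed lists, extracellular matrix gave a camera adjusted p of 0.16 for altitude in brain and 0.34 in heart, and for chicken type 0.25 in brain and 0.088 in heart and lung. Calcium signalling gave 0.94 for altitude in brain, 0.57 in heart and 0.85 in lung (1 of 6 lower, CACNA2D1), and for chicken type 0.90 in brain and 0.088 in lung. In liver it had under 5 tested members.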
